# Endocrine and molecular factors of increased female reproductive performance in the Dummerstorf high-fertility mouse line FL1

**DOI:** 10.1530/JME-22-0012

**Published:** 2022-04-06

**Authors:** Carolin Lisa Michaela Ludwig, Simon Bohleber, Alexander Rebl, Eva Katrin Wirth, Marzia Tindara Venuto, Martina Langhammer, Ulrich Schweizer, Joachim M Weitzel, Marten Michaelis

**Keywords:** reproductive fitness, female high-fertility, folliculogenesis, ovulation rate, estrous cycle, HPG axis

## Abstract

The Dummerstorf high-fertility mouse line FL1 is a worldwide unique selection experiment for increased female reproductive performance. After more than 190 generations of selection, these mice doubled the amount of offspring per litter compared to the unselected control line. FL1 females have a superior lifetime fecundity and the highest Silver fecundity index that has been described in mice, while their offspring show no signs of growth retardation. The reasons for the increased reproductive performance remained unclear. Thus, this study aims to characterize the Dummerstorf high-fertility mouse line FL1 on endocrine and molecular levels on the female side. We analyzed parameters of the hypothalamic pituitary gonadal axis on both hormonal and transcriptional levels. Gonadotropin-releasing hormone and follicle-stimulating hormone (FSH) concentrations were decreased in FL1 throughout the whole estrous cycle. Luteinizing hormone (LH) was increased in FL1 mice in estrus. Progesterone concentrations were decreased in estrus in FL1 mice and not affected in diestrus. We used a holistic gene expression approach in the ovary to obtain a global picture of how the high-fertility phenotype is achieved. We found several differentially expressed genes in the ovaries of FL1 mice that are associated with different female fertility traits. Our results indicate that ovulation rates in mice can be increased despite decreased FSH levels. Cycle-related alterations of progesterone and LH levels have the potential to improve follicular maturation, and interactions of endocrine and molecular factors lead to enhanced follicular survival, more successful folliculogenesis and therefore higher ovulation rates in female FL1 mice.

## Introduction

Exploratory mouse models are used to gain insights into the biology of reproduction. In most of these models, genes are overexpressed or deleted to conclude their function in reproductive performance. In the database Mouse Genome Informatics, more than 1700 genotypes are annotated with a female fertility phenotype. The main proportions of these annotations refer to infertility (41%), subfertility (26%), and decreased litter size (31%). Only a tiny minority of genotypes are linked with enhanced fertility (0.3%) or increased litter size (1.8%) (http://www.informatics.jax.org/). Thus, most knowledge on reproduction is based on the adverse phenotype, and a lack of high-fertility models is striking. For this study, we completely changed the perspective using a worldwide unique outbred mouse model. The Dummerstorf high-fertility mouse line FL1 was selected for increased litter size and the total birth weight of the litters for more than 190 generations. This mouse line is neither a transgenic nor a knockout model. Today, after more than 45 years of selection, FL1 almost doubled the number of pubs per litter, along with the total birth weight of the entire litters compared to the unselected control line (ctrl) in the first parturition, with no signs of growth retardation in the offspring.

Previous data of a two-factorial crossbreeding experiment from our laboratory indicate that the improved fertility phenotype is mostly warranted on the female side (Langhammer *et al.* 2017). However, altered physiological parameters including testicular gene expression are also evident in FL1 vs ctrl males (Michaelis *et al.* 2013, 2018). Females of FL1 ovulate approximately twice as many oocytes compared to ctrl females (Spitschak *et al.* 2007). Remarkably, the FL1 females do not only deliver a high number of pubs in the first pregnancy, but they are also able to deliver large litter sizes with a high reproductive mating rate over a long-time period without health issues (Langhammer *et al.* 2021). Integrating these three parameters, FL1 females have by far the highest Silver fecundity index (the most reliable index for evaluating the reproductive performance of mouse strains) that has ever been described in literature (Silver 1995, Langhammer *et al.* 2021).

Histologic analysis reveals that the occurrence of polyovular follicles (POFs) is characteristic for FL1 females. Although POFs were observed in both FL1 and ctrl mice, they were much more frequent in FL1. Differences were also shown in the number of oocytes inside the POFs. In FL1 mice, the POFs contained up to seven oocytes per follicle, while POFs of ctrl mice contained a maximum of two oocytes per follicle (Alm *et al.* 2010).

Based on the results of previous studies, alterations in follicular development and/or an altered hypothalamic pituitary gonadal (HPG) axis activity are prime candidate pathways responsible for the increased ovulation phenotype.

The foundation for subsequent follicular development is the pool of non-growing primordial follicles, which are already developed around postnatal day 4 in mice (Pangas & Rajkovic 2015). During follicular development, transition from the primordial follicle to the growing preantral follicle occurs. The growing follicles achieve antral and finally preovulatory stage. Due to follicular atresia, only less than 1% of the initially formed primordial follicles succeed in entering maturation and ovulation (Bjersing 1982). Antral and preovulatory follicles are regulated by hormones of the HPG axis. Gonadotropin releasing hormone (GnRH) from the hypothalamus leads to pulsatile secretion of follicle-stimulating hormone (FSH) and luteinizing hormone (LH) in the pituitary, which both in turn modulate the secretion of ovarian steroid hormones. FSH is not essential for early follicular development, but it is required for antral follicle formation, ovulation, and the release of developmentally competent oocytes (Demeestere *et al.* 2012). LH is also needed for the formation of antral follicles and the induction of ovulation (Ma *et al.* 2004). Furthermore, a role of LH in preantral follicle development has been discussed in literature (Wu *et al.* 2000). Hence, alterations in the parameters of the HPG axis influence folliculogenesis and the number of ovulated oocytes.

The reasons and mechanisms leading to the increased ovulation rate and physiologic characteristics of FL1 have never been examined and remain unclear. This study aims to characterize the Dummerstorf high-fertility mouse line FL1 on endocrine and molecular levels to draw a global picture of how the FL1 phenotype of high-fertility is achieved. We analyzed parameters of the HPG axis and performed a holistic gene expression approach in the ovary to determine whether the increased ovulation rate of FL1 mice is due to local mechanisms in the ovary or if it is rather a consequence of systemic alterations in the HPG axis.

## Materials and methods

### The Dummerstorf mouse lines ctrl and FL1

Both mouse lines are descendants of the same outbred mouse line, which was generated by cross-breeding of four different inbred and four outbred mouse lines (Schüler 1985). The ctrl line did not undergo any selection process. However, a rotational mating scheme with 125–200 breeding pairs per generation has been used to minimize the degree of kinship. The FL1 line was created by long-term selection. They were selected for a combination of the number of pubs per litter and the total birth weight of the litters at birth of primiparous females (Dummerstorf fecundity index = 1.6× litter size + litter weight) for 162 generations, followed by Best Linear Unibased Prediction breeding value estimation, focusing only on higher offspring per female. A total of 60–100 mating pairs were used per generation (Schüler 1985, Spitschak *et al.* 2007). Hence, the FL1 mouse line is much more heterogeneous than the classical inbreed or transgenic mouse lines. Table 1 shows the body mass, litter size, total litter weight, and weight per pub of FL1 mice and ctrl mice of the generation used in this study.

**Table 1:** Body mass, total litter size at birth, litter weight at birth, and mean birth weight per pub of the mouse generations used in this study.

	Generation number	Body mass at day 63 (g)		Total litter size at birth		Litter weight at birth (g)		Mean birth weight per pub (g)	
		*n*	Mean ± s.d.	*n*	Mean ± s.d.	*n*	Mean ± s.d.	*n*	Mean ± s.d.
*ctrl*	192	310	31.0 ± 2.9	119	11.3 ± 2.9	119	19.8 ± 4.7	119	1.79 ± 0.2
*FL1*	191	114	35.2 ± 3.2	55	21.0 ± 4.0	55	36.9 ± 5.0	55	1.79 ± 0.2

### Animals and housing

All procedures were performed following national and international guidelines and approved by the institutional board (Animal Protection Board from the Research Institute for Farm Animal Biology). Female mice, bred at the Research Institute for Farm Animal Biology (FBN), Dummerstorf, Germany, were housed in groups of three animals per cage. A commercial breeding diet for rodents and water was provided *ad libitum,* and illumination of animal facilities was between 06:00 h and 18:00 h. In addition, a male mouse was kept for acoustic, visual, and olfactory stimulus in a separate cage.

### Determination of the estrous cycle

The murine estrous cycle takes 4–5 days and is generally divided into four stages: proestrus, estrus, metestrus, and diestrus. During the estrous cycle, female mice are subject to major changes, which occur at different levels. Cycle-related regulation of gene expression, hormonal alterations in the HPG axis, or anatomical changes in several tissues may affect results of research. Therefore, samples were taken in estrus and diestrus. Vaginal cytology is the most accurate method to detect the stages of the estrous cycle in mice and was used in this study. There are various references on the implementation and evaluation of vaginal cytology in mice (Byers *et al.* 2012, Cora *et al.* 2015). At the age of 65 ± 3 days, vaginal smears were performed daily at 9.00 h for 12 days. Therefore, a 10 µL drop of PBS (Roti®-CELL PBS, Carl Roth GmbH + Co. KG, Karlsruhe, Germany) was placed at the opening of the vaginal canal and was pipetted up and down three to four times, without penetrating or injuring the vagina. Then the recovered PBS drop, containing flushed cells of the vaginal mucosa, was placed on a glass slide and was immediately evaluated under a light microscope (Nikon ECLIPSE TE2000-S, 10× magnification). In this study, we analyzed samples taken in diestrus (*n* ctrl = 10, *n* FL1 = 10) and estrus (*n* ctrl = 10, *n* FL1 = 10). To keep the time point of sampling within estrus or diestrus as constant as possible, samples were taken when exclusively cornified epithelial cells (no other cells) appeared in vaginal smears in estrus, respectively, only leucocytes in diestrus.

### Sample procedure

Animals at the age of 77 ± 5 days were euthanized by CO_2_ inhalation after the stage of the estrous cycle had been determined. Samples were taken at the same daytime. After determination of death, the thorax was opened. The *Vena cava caudalis* was cut, and blood was collected out of the thorax. Blood samples were left for 2 h at room temperature. The resulting blood clot was removed, and the supernatant was centrifuged (4°C, 2000 ***g***, 10 min). Both ovaries were extracted and cleaned from fat tissue. *Tunica albuginea* and oviduct were removed. In case of estrus, the oviduct was opened and the cumulus oocyte complex was taken out. The oocytes were isolated and counted. Each ovary was weighed. In addition, the uterus was cleaned from fat tissue and weighed. The weight of the reproductive organs is shown in additional file 1. Pituitary and hypothalamus were extracted. All samples were immediately snap-frozen and stored at −70°C.

### qPCR

Hypothalamus samples of 10 animals per line (estrus *n*  = 5; diestrus *n*  = 5) and pituitary samples of 18 animals per line (estrus *n*  = 9; diestrus *n*  = 9) were used for qPCR analysis of *Gnrh* (hypothalamus), *Fsh,* and *Lh* (pituitary).

Hypothalamus and pituitary were pulverized in liquid nitrogen. RNA was extracted with an RNeasy Plus Micro Kit (Qiagen) and reverse transcribed using an iScript cDNA Synthesis kit (Bio-Rad) according to the manufacturers’ protocol. Primers were designed using Primer-BLAST and purchased from TIB Molbiol (Berlin, Germany). Each sample was analyzed using 4 µL primer mix, 5 µL iQ SYBR Green Supermix (Bio-Rad), and 1 µL of cDNA reaction solution and was loaded onto a 96-well plate and amplified by real-time PCR (iCycler, Bio-Rad). In addition, the PCR products of *Gnrh, Fsh, and Lh* were cleaned using the NucleoSpin® Gel & PCR Clean up kit (Macherey-Nagel, Düren, Germany) and used as standard curve (100–0.1 fg/µL) on which the total mRNA abundance in the samples was determined. The results of the mRNA abundance were calculated relative to a combination of the reference genes *Rps18*, *36b4*, *Gadph*, and *B2m*. The sequences of the primers and reference genes are shown Supplementary file 1 (see section on supplementary materials given at the end of this article).

### Hormonal analysis

Serum samples of 18 animals per line were used for hormonal analysis (estrus *n*  = 9; diestrus *n*  = 9). For the measurement of FSH and LH, undiluted serum samples were assayed (repeated measurement) using an MPTMAG assay kit (Merck Millipore) on a Luminex LX200 system according to the manufacturer’s instructions. According to the manufacturer, the sensitivity of the assay is 9.5 pg/mL for FSH and 4.9 pg/mL for LH. For both FSH and LH, the intraassay variation is below 15% and interassay variation is below 20% as given by the manufacturer.

Serum concentrations of progesterone (P4) were determined in duplicate using a competitive single-antibody ^3^H-RIA with [1,2,6,7-3H] progesterone tracer (Hartmann Analytic, Germany), as previously described (Brüssow *et al.* 2011, Michaelis *et al.* 2017). Briefly, an ether extraction was performed. Radioactivity was counted using a liquid scintillation counter with an integrated RIA program (TriCarb 2900 TR; Perkin-Elmer). This assay has a sensitivity of 7 pg/mL. The intraassay variation was 7.6%, and the interassay variation was 9.8%.

### Statistical analysis

Statistical analysis of the results of the hormonal analysis was performed with the program IBM SPSS Statistics, using the Mann–Whitney U test. All data points have been included in the analysis, and no outlier data points have been omitted.

### Transcriptome analysis

Ovary samples of 10 animals per line (estrus *n*  = 5; diestrus *n*  = 5) were used for the transcriptome analysis. RNA was extracted using the RNeasy Plus Micro kit (Qiagen). Libraries were prepared with the QuantSeq 3’ mRNA-Seq Fw. Library Prep kit (Lexogen) and sequenced to 10 M raw reads on an Illumina HiSeq 2500 machine, following the manufacturer’s protocols. Data were pre-processed and analyzed using the options recommended by the manufacturer. Trimmed sequences were aligned with STAR aligner 2.6.0a (Dobin *et al.* 2013) against the GRCm38 (release 95) mouse genome retrieved from the Ensembl database via biomaRt (Smedley *et al.* 2009) tool. In average, 7.28 M reads per sample were uniquely assigned. In total, 55,754 genes were annotated, but not all of these genes were expressed, and 18,500 annotated transcripts had at least 1 read. 

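Each of the 20 deposited libraries listed the same Ensembl genes, of which 54809 are in the annotation GENCODE M21 and 29 are not. At least 1 read was counted on 28051 of these genes in any library and on 13689 in every library. Within a single library, between 17484 and 19737 genes had at least 1 count, with a mean of 18779 over the libraries.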

The trimmed read length was 51 ntd.

Raw sequence data and raw counts were deposited at the NCBI GEO repository, entry GSE174082. Differential analysis was performed with the DESeq2-package v1.14.1 (Love *et al.* 2014) in R 4.0.0.

### Re-evaluation of the transcriptome analysis with qPCR

A total of 14 differentially expressed genes were picked out and analyzed using qPCR to re-evaluate the results of the transcriptome analysis. For this validation experiment, 20 animals per line (estrus *n*  = 10; diestrus *n*  = 10) were used. The RNA was extracted and reverse transcribed like described above. Each sample was analyzed in duplicates using 4 µL primer mix, 5 µL iQ SYBR Green Supermix (Bio-Rad) and 1 µL of cDNA reaction solution and was loaded onto a 96-well plate and amplified by real-time PCR (iCycler, Biorad, München, Germany). The results of the mRNA abundance are calculated relative to a combination of reference genes *RPS18*, *36B4,* and *B2m*. Relative gene expression was calculated using the relative expression software tool (Pfaffl 2001, Pfaffl *et al.* 2002). The sequences of the primers and reference genes are shown in Supplementary file 1.

## Results

### Ovulation rate and phenotypic description

During the selection process, FL1 doubled the number of offspring per litter. Therefore, higher numbers of ovulated oocytes in the oviduct are manifested. FL1 females ovulate nearly twice as many oocytes as ctrl females (Fig. 1). To further characterize FL1 female mice, the weights of the reproductive organs were analyzed. We found no significant difference in the weight of the ovaries or the uterus between lines (Supplementary file 2). The estrous cycle was monitored over a 12 days observation period (Fig. 2). The distribution of the stages of estrous cycle was not significantly different between ctrl and FL1 mice during the observation period of 12 days (100 %). Estrus was determined in ctrl mice in 1.7 ± 0.3 days (14%) compared to 1.1 ± 0.5 days in FL1 mice (9%). Metestrus was determined in 2.4 ± 0.3 days (20%) in ctrl mice and 3.3 ± 0.4 days (34%) in FL1 mice. Ctrl mice remain 3.7 ± 0.5 days and FL1 mice 2.5 ± 0.4 days in diestrus, which corresponds to 31% (ctrl) and 22% (FL1). Finally, times in proestrus differ from 2.4 ± 0.4 days (20%) in ctrl mice to 2.9 ± 0.3 days (16%) in FL1.

**Figure 1:**
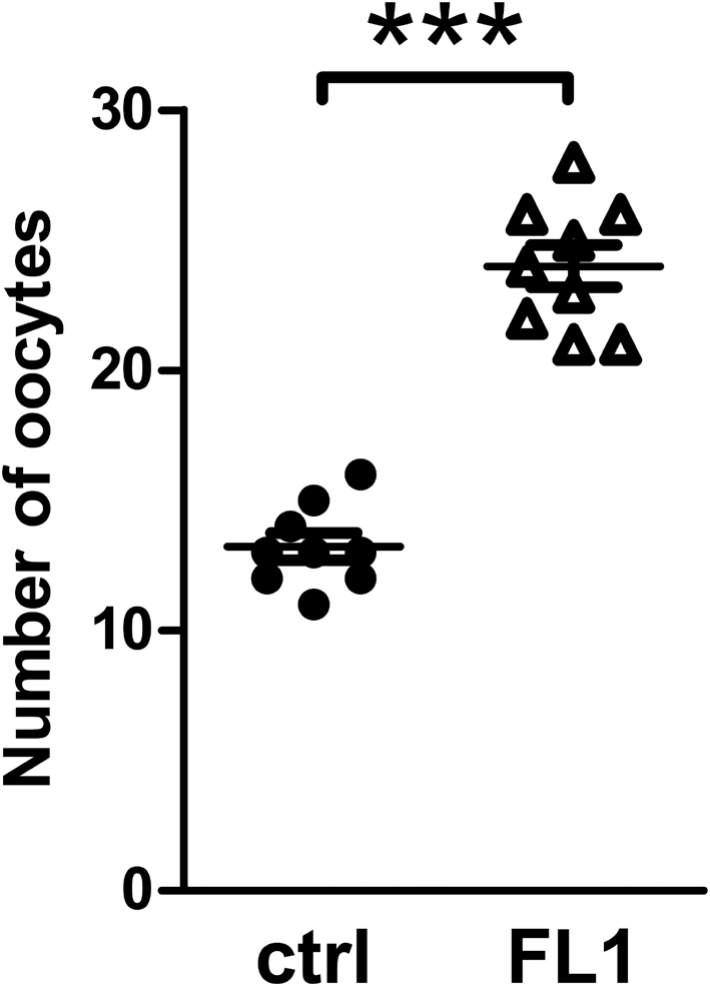
Number of ovulated oocytes in ctrl mice and FL1 mice. The oocytes were isolated out of the cumulus in the oviduct in cycle controlled animals in estrus. Data are expressed as mean ± s.e.m., ***P  < 0.001 (Mann–Whitney U test).

**Figure 2:**
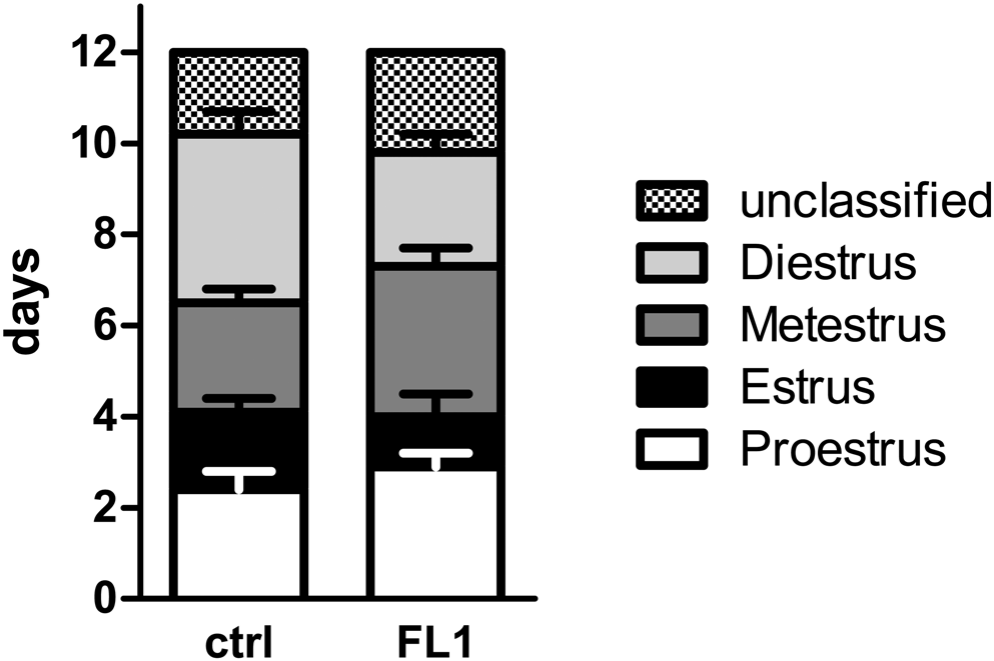
Distribution of the total time of the stages of estrous cycle in ctrl mice and FL1 mice over a time period of 12 days. Data are expressed as means + s.e.m. of the timeframes in the different stages of estrous cycle. The distribution of the stages of estrous cycle was not significantly different between ctrl mice (*n*  = 10) and FL1 mice (*n*  =10) (Mann–Whitney U test).

### Expression of *Gnrh* in the hypothalamus

To address the question of why FL1 females ovulate twice as many oocytes compared to ctrl females, hormones of the HPG axis were analyzed. The mRNA content of *Gnrh* in estrus was decreased by more than 70% in FL1 mice compared to ctrl mice. Accordingly, the mRNA content of *Gnrh* in diestrus was significantly lower in FL1 than in ctrl (Fig. 3).

**Figure 3:**
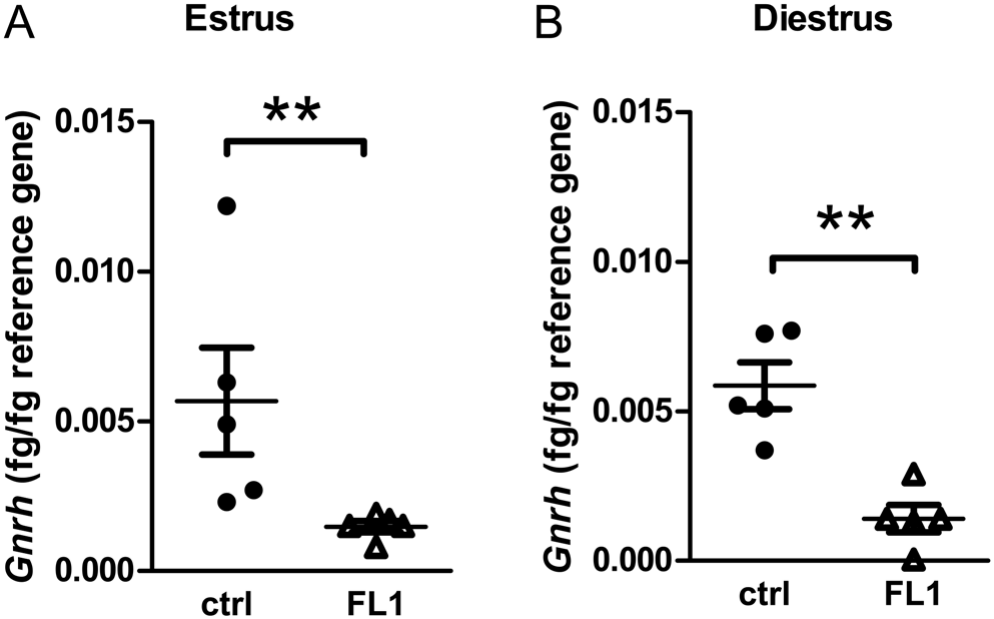
mRNA content of *Gnrh* (fg/fg reference gene) in ctrl mice and FL1 mice in estrus (A) and diestrus (B). Data are expressed as mean ± s.e.m., ** *P*  < 0.01 (Mann–Whitney U test).

### Expression and serum concentrations of pituitary hormones

FSH was analyzed on both transcriptional (Fig. 4A andB) and protein levels (Fig. 5A and B). Overall, we found a significant reduction in FSH protein and transcript levels in FL1 mice compared to ctrl mice. FSH concentrations were significantly lower in FL1 (788.4 ± 152.1/mL) compared to ctrl (2220.2 ± 327.4 pg/mL) in estrus (*P*  = 0.0008). In diestrus, FSH concentrations in serum were also lower in FL1 (191.9 ± 33.7 pg/mL) compared to ctrl (488.1 ± 116.6 pg/mL; *P*  = 0.014). At the mRNA level, we also detected lower mRNA content in estrus and diestrus of FL1 compared to ctrl.

**Figure 4:**
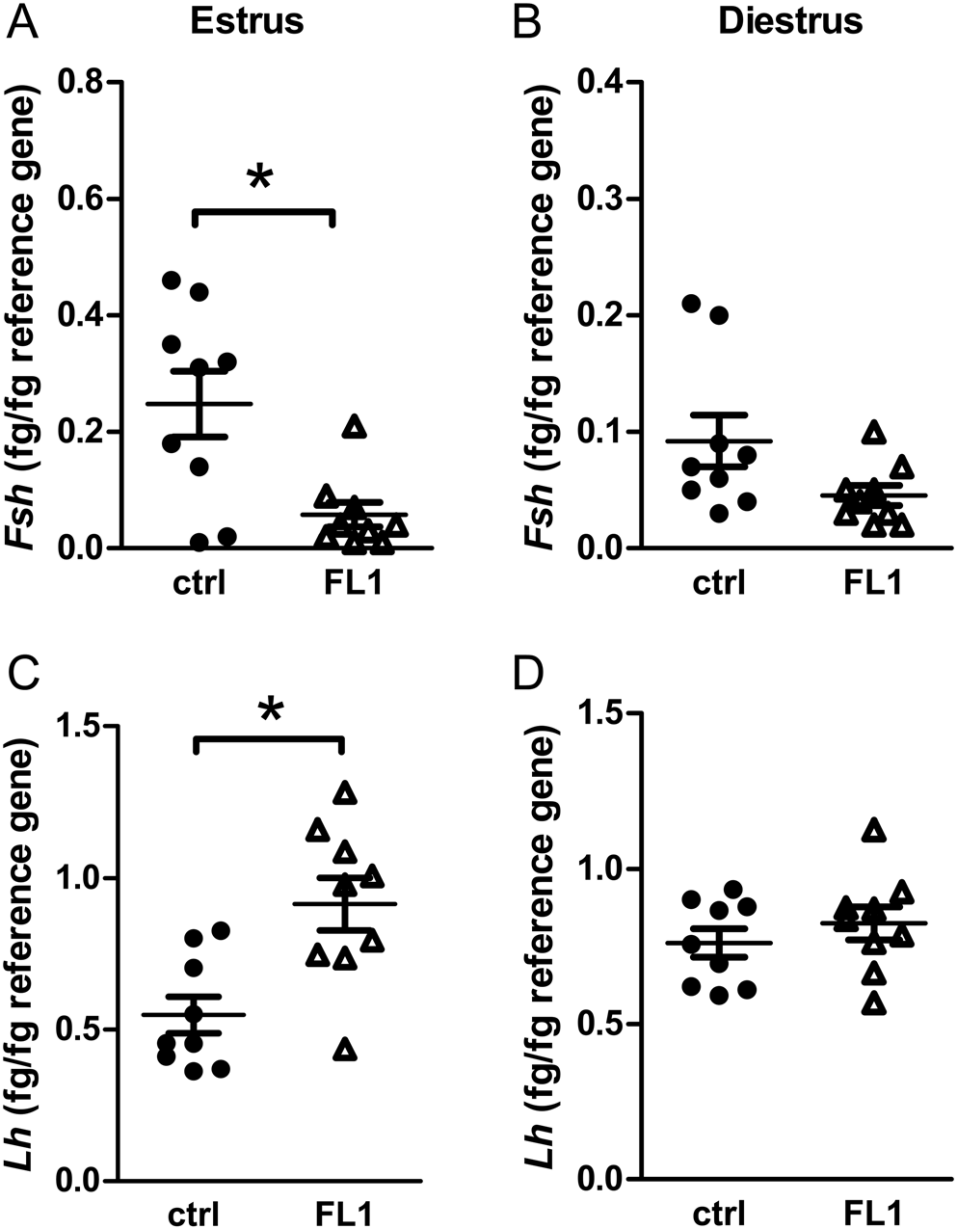
mRNA content of the pituitary hormones *Fsh* and *Lh* in ctrl mice and FL1 mice in estrus and diestrus. *Fsh* mRNA content (fg/fg reference gene) in estrus (A) and diestrus (B). *Lh* mRNA content (fg/fg reference gene) in estrus (C) and diestrus (D). Data are expressed as mean ± s.e.m., * *P*  < 0.05 (Mann–Whitney U test).

**Figure 5:**
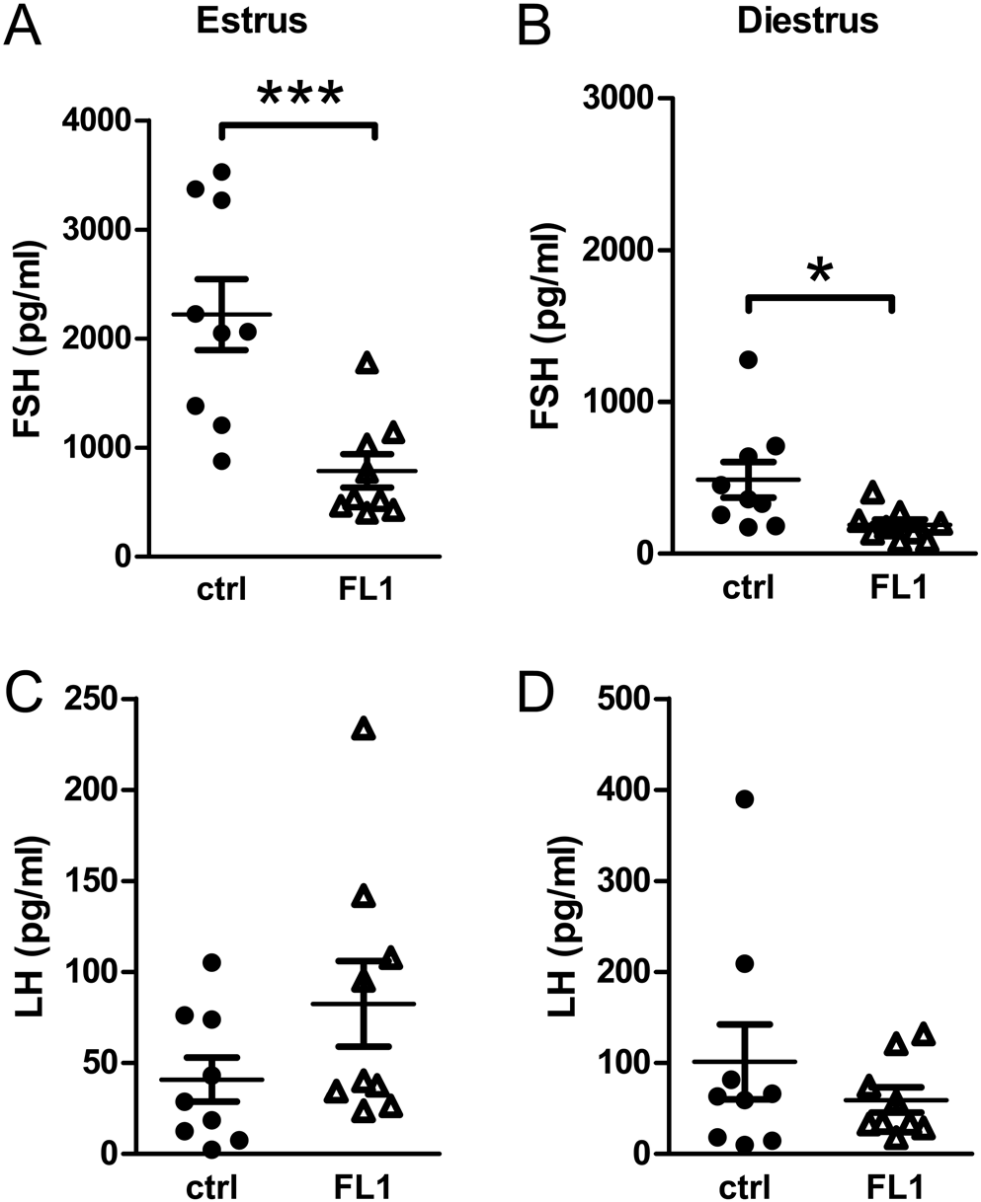
Serum concentration of the pituitary hormones FSH and LH. Serum concentration of FSH (pg/mL) in ctrl mice and FL1 mice in estrus (A) and diestrus (B). Serum concentration of LH (pg/mL) in ctrl mice and FL1 mice in estrus (C) and diestrus (D). Data are expressed as mean ± s.e.m., * *P*  < 0.05, *** *P*  < 0.001 (Mann–Whitney U test).

In contrast, the mRNA level of* Lh* was increased in estrus of FL1 mice (Fig. 4C). Although statistically not significant, LH concentrations tended to be twofold increased in FL1 mice in estrus (Fig. 5C). In diestrus, LH was not significantly different in FL1 and ctrl on both mRNA (Fig. 4D) and protein (Fig. 5D) levels.

### Concentration of sex steroids

P4 levels were analyzed in the serum (Fig. 6A and B). In estrus of FL1, we found significantly lower P4 serum concentrations (6.3 ± 0.1/mL) compared to ctrl (8.5 ± 0.6 ng/mL). We found no significant difference in P4 concentration between FL1 (17.2 ± 2.6 ng/mL) and ctrl (17.2 ± 2.3 ng/mL) in diestrus.

**Figure 6:**
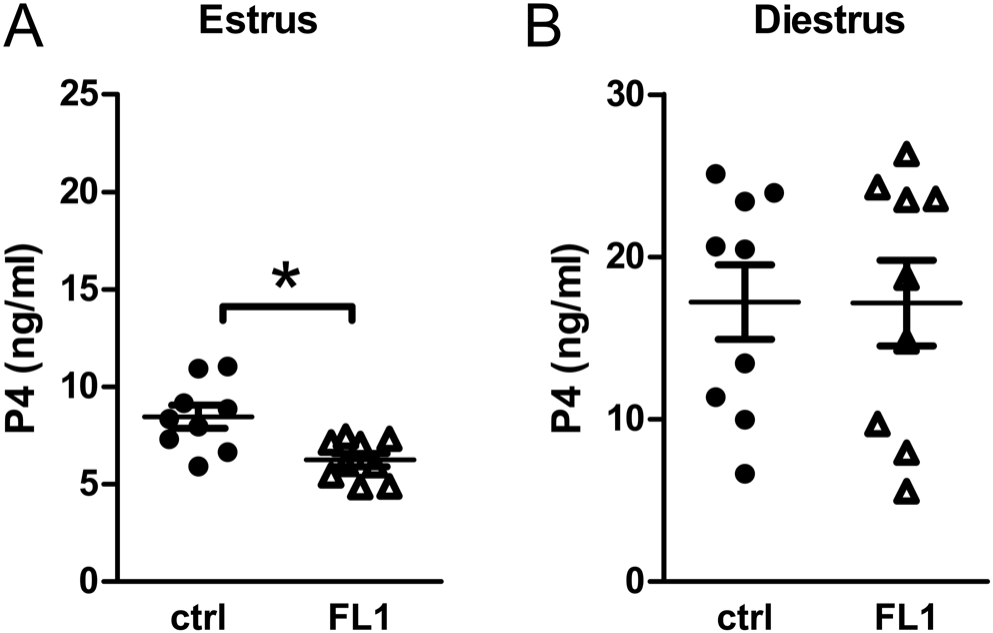
Serum concentration of P4 (ng/mL) in ctrl mice and FL1 mice in estrus (A) and diestrus (B). Data are expressed as mean ± s.e.m.,* *P*  < 0.05 (Mann–Whitney U test).

### Transcriptome analysis and re-evaluation with qPCR

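Ovaries of 20 mice aged about 77 days were sequenced, 5 per line in estrus and 5 per line in diestrus. FL1 was selected for high fertility and ctrl is the unselected line. The QuantSeq 3' mRNA-Seq kit primes at the poly(A) tail, so the reads gather at the 3' end of a transcript and their number does not grow with its length. The authors trimmed the reads, aligned them with STAR to the mouse genome GRCm38 and counted the uniquely assigned reads on each Ensembl gene. They deposited these counts without normalization, 1 library per animal. The paper's text does not name the strand setting of the counting. Overlaps with another gene are therefore pointed out for the genes of Tables 2 and 3, those with a qPCR value and those with the largest changes. The deposited counts per library ranged from 6087813 to 10187715 in ctrl estrus (median 7020170), from 6272017 to 9432952 in FL1 estrus (median 6587123), from 6276514 to 10352718 in ctrl diestrus (median 7021396) and from 5991223 to 7664227 in FL1 diestrus (median 6894896). Their mean was 7.37 ± 1.36 M (SD, n = 20), and the paper's average is 7.28 M uniquely assigned reads. At these totals, 3 counts made up between 2.90e-05% and 5.01e-05% of a library. No molecular identifiers are named, so this floor covers counting error only. No 2 libraries of a group were alike within sampling noise, since the chi-square per gene of the 40 pairs lay between 6.67 and 51.1. The highest values, 39.3, 51.1 and 45.4, were those of ctrl estrus replicate 5 with replicates 1, 3 and 4. Counts were normalized by edgeR's TMM method. FL1 was compared with ctrl within each stage by edgeR's quasi-likelihood test over genes passing filterByExpr with a minimum count of 10, which keeps a gene with enough counts in at least 5 of the libraries. A Benjamini-Hochberg adjusted p of at most 0.05 was taken for the paper's q. Over all tested genes, libraries of different lines lay farther apart than libraries of the same line. In estrus, the mean Euclidean distance of log2 CPM (normalized counts scaled to a common library size) was 80.5 between and 68.0 within lines, a difference of 12.5 (exact one-sided permutation test, p = 0.00794). In diestrus it was 76.8 between and 63.4 within lines, a difference of 13.4 (exact one-sided permutation test, p = 0.00794). Over both stages the Benjamini-Hochberg adjusted exact p was 0.00794, and this is the smallest p that the splits of 5 against 5 libraries allow. The choice of genes moved the difference most, to 6.93 in estrus and 8.77 in diestrus over genes with at least 10 counts in every library of the stage.

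**Figure D1:**
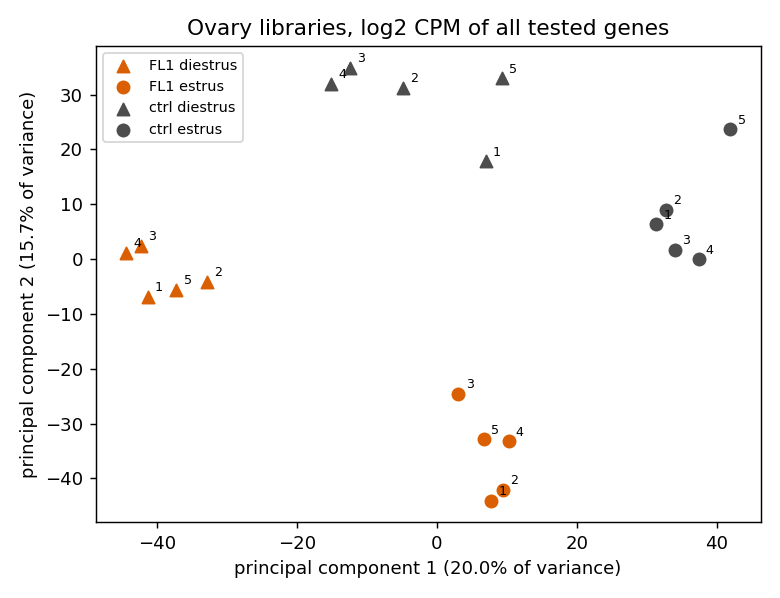
Principal components 1 and 2 (20.0% and 15.7% of the variance) of log2 CPM over 14154 genes, with 1 point per library, its replicate number beside it, and colour and shape for line and stage. In estrus, FL1 libraries lie between -44.0 and -24.5 and ctrl libraries between 0.012 and 23.7 on component 2, and in diestrus FL1 libraries lie between -44.5 and -32.9 and ctrl libraries between -15.1 and 9.31 on component 1.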

A transcriptomic analysis of estrus and diestrus from ctrl and FL1 mice revealed line-specific expression patterns (Fig. 7A and B). 

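Of 13374 genes tested in estrus, 311 differed between FL1 and ctrl, 143 of them stronger and 168 weaker expressed in FL1. Of 13259 genes tested in diestrus, 545 differed, 304 of them stronger and 241 weaker expressed. The change was more than 2-fold in 84 of the stronger and 83 of the weaker expressed genes in estrus, and in 110 and 95 in diestrus. All 5 FL1 libraries lay on the same side of all 5 ctrl libraries in 268 of the 311 genes in estrus and in 419 of the 545 in diestrus. Among all tested genes this held for 4.93% in estrus and 5.44% in diestrus, where chance gives 0.794%. The test moved the numbers of differentially expressed genes most. DESeq2's Wald test gave 671 genes in estrus, with 310 of the 311 among them, and 894 in diestrus, with 540 of the 545 among them.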

Compared with ctrl mice, 258 genes were differentially regulated (84 stronger and 174 weaker expressed genes with *q* ≤ 0.05) in estrus, while 371 genes were differentially regulated (174 stronger and 197 weaker expressed genes with *q* ≤0.05) in diestrus of FL1 mice. 

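In both stages together, 12968 genes were tested. Of these, 292 were differentially expressed in estrus, 524 in diestrus and 93 in both, where 11.8 would be shared if the lists were independent (odds ratio 13.3, Fisher's exact test, p = 7.72e-59). This p describes the lists, because genes are not independent replicates. All 93 genes changed in the same direction in both stages. Another test moved the overlap most, to 208 genes with DESeq2, 205 of them in the same direction.

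**Figure D2:**
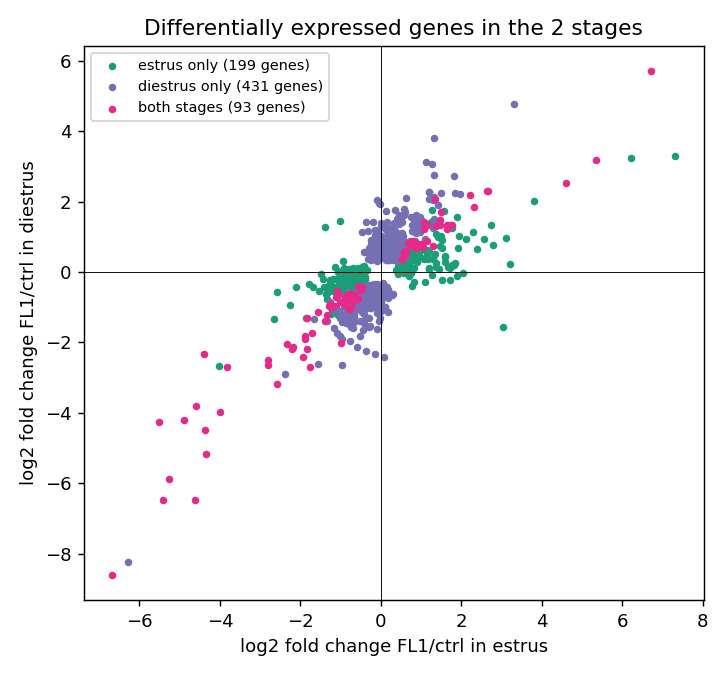
Log2 fold change FL1/ctrl in estrus (x axis) and in diestrus (y axis) for genes tested in both stages and differentially expressed in either, with 1 point per gene. Of these, 93 were differentially expressed in both stages, 199 in estrus and 431 in diestrus, and the shared gene *Zpld1* lies at 6.71 and 5.71. For genes with 3 or fewer counts in each library of a line, the plotted value is the estimate of the test, and their fold change has only a lower bound.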

Both lists of differentially expressed genes share 98 common genes (Fig. 7C), and contain key and well established genes involved in female reproductive performance (Tables 2 and 3). A selection of genes associated with different traits of female fertility, which are not discussed in detail in this article, is provided in Supplementary file 3. qPCR on selected genes was used to re-evaluate the transcriptomic data. 

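Of the 22 genes listed in Supplementary file 3 for estrus, 22 were differentially expressed in FL1, and of the 30 listed for diestrus 29 were. Adjusting the p-values over each list alone gave the same numbers, 22 and 29. The lists are the paper's own calls on these libraries, so this second count is no measure of their stability. In estrus 5 of the genes and in diestrus 1 share the 3' end of their transcript with another gene.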

The correlation between log2FC of the transcriptome sequencing and the qPCR analysis in estrus (Fig. 8A) and in diestrus (Fig. 8B) ranged between 0.93 and 0.98.

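Supplementary file 3 gives the paper's qPCR log2FC for 6 genes in estrus and 9 in diestrus, and these were set against the log2FC of the deposited counts. In estrus, Pearson's r across the 6 genes was 0.9998 (exact permutation test over 720 pairings, two-sided p = 0.00278, adjusted 0.00370) and Spearman's rho 0.986 (exact p = 0.00556, adjusted 0.00556). In diestrus, r across the 9 genes was 0.919 (exact permutation test over 362880 pairings, two-sided p = 0.000154, adjusted 0.000617) and rho 0.912 (exact p = 0.00132, adjusted 0.00265). The adjustment covers these 4 relations. They run across genes, which are not independent replicates. The paper picked its qPCR genes among those differentially expressed in these libraries, and such a choice of clearly changed genes favours a high r. Its qPCR animals may also include the sequenced ones. Without the 2 genes farthest from the median log2FC, r was 0.998 in estrus and 0.834 in diestrus. The sign was the same in 6 of 6 genes in estrus and in 7 of 9 in diestrus. The exceptions, *Foxl2* and *Klf2*, were stronger expressed by the counts. Their qPCR log2FC was slightly negative, and the paper does not mark it as significant. The fold change prior of DESeq2 moved r most among the other tests, to 0.998 in estrus and 0.909 in diestrus.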

**Figure 7:**
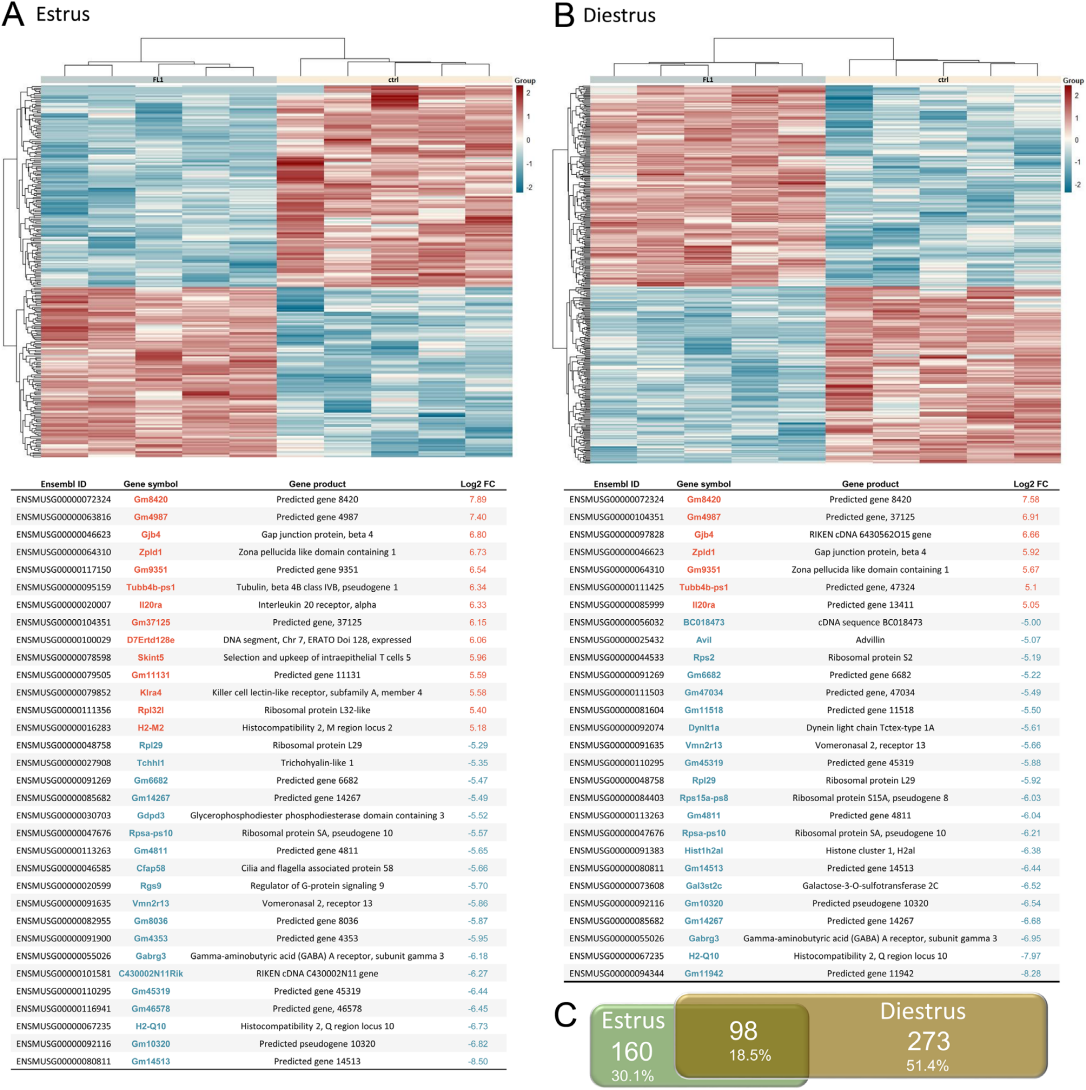
Hierarchical clustering dendrograms of differentially expressed genes (log2FC) in (A) estrus and in (B) diestrus of FL1 and ctrl mice. High- and low-expression intensities are represented by red and blue color, respectively (see scale on the right margin). Features with higher and lower transcripts levels (with log2FC > 5; *P*  < 0.01) in FL1 compared to ctrl mice are listed below the heatmaps. (C) A Venn diagram illustrates the absolute number and the percentage of DE features in the estrus and diestrus of FL1 mice relative to the expression values obtained for ctrl mice. The overlap depicts the proportion of DE genes shared by both mouse lines. The diagram was calculated based on the official gene symbols. A full color version of this figure is available at https://doi.org/10.1530/JME-22-0012.

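The genes given here had the largest changes among differentially expressed genes whose libraries did not overlap between the lines. In estrus, *Gm4987* (a processed pseudogene on chromosome X, 46455887 to 46456294, GRCm38) had 179 ± 36.6 CPM (mean ± SD, n = 5) in FL1 and 1.03 ± 1.04 in ctrl. Its log2FC was 7.32 (SE 0.35, adjusted p = 2.19e-08, edgeR's quasi-likelihood test). *Zpld1* followed with a log2FC of 6.71 (SE 0.43). No ctrl library had more than 1 count of *AC169506.2*, *Tubb4b-ps1* or *Il20ra*, so their expression in FL1 was at least 12.5-fold, 7.26-fold and 7.18-fold higher. Of the weaker expressed genes, *Gm14513* fell furthest. Its FL1 libraries had at most 2 counts and its ctrl libraries at least 214, and it was at least 117-fold lower in FL1. *H2-Q10* had a log2FC of -6.67 (SE 0.81), with 1 ctrl library at 47.3 CPM and the others between 7.77 and 14.3. *Gabrg3* was at least 13.6-fold lower, *Rpsa-ps10* had a log2FC of -5.57 (SE 0.72) and *Gdpd3* of -5.52 (SE 0.62). In diestrus, all ctrl libraries had 0 counts of *Gm37125*, which was at least 7.27-fold higher in FL1. The next largest positive log2FC were 5.71 (SE 0.35) in *Zpld1*, 5.04 (SE 0.37) in *Gm13411*, 4.77 (SE 0.66) in *Hba-a2* and 4.29 (SE 0.62) in *D7Ertd128e*. *H2-Q10* had 0 counts in all FL1 libraries and was at least 15.3-fold lower, and *Gm14267* was at least 26.9-fold lower. *Gal3st2c* had a log2FC of -6.49 (SE 0.47), *Rpl29* of -5.88 (SE 0.33) and *Rps2* of -5.18 (SE 0.67).
Several of these genes share their 3' end with other genes, between which the authors' counting could have split or dropped reads. The 3' end is shared with 15 genes in *Rpsa-ps10*, 3 in *Tubb4b-ps1*, 1 in *Hba-a2*, 64 in *Rpl29* and 62 in *Rps2*. After adding up the counts of a gene and its copies, the log2FC was -0.028 for *Rpsa-ps10* in estrus (edgeR's adjusted p = 0.945), 0.066 for *Tubb4b-ps1* in estrus (adjusted p = 0.868) and 0.33 for *Hba-a2* in diestrus (adjusted p = 0.733). Such a sum can hide a change where the copies hold most of the counts, as in diestrus *Hba-a1* had 664 to 6658 counts per library. *Rpl29* (edgeR's adjusted p = 8.91e-06) and *Rps2* (log2FC -2.90, adjusted p = 0.00220) remained weaker expressed in diestrus. With limma-voom, 3 of these genes had an adjusted p above 0.05, namely *Rpsa-ps10* (0.159), *Hba-a2* (0.0873) and *Rps2* (0.0755). On the same strand, 3 annotated genes overlap *Gabrg3* and 1 overlaps *Rps2*. On the opposite strand, 3 overlap *Gabrg3*, 2 overlap *Rps2* and 1 each overlaps *Tubb4b-ps1*, *Il20ra* and *Gdpd3*.
Of the 33 genes listed under the heatmap of estrus in Fig. 7, 14 were differentially expressed and 19 were not tested, because too few libraries had enough counts. Of the 28 listed for diestrus, 10 were differentially expressed and 18 not tested. Adjusting over each list alone gave 14 and 10 genes again. DESeq2, which sets its own filter, called all 33 and all 28, and so did edgeR over genes with at least 1 count in total for those not tested. Pseudogenes made up 13 of the 33 and 12 of the 28 genes. Of the listed genes, pseudogenes or not, 10 of the 33 and 11 of the 28 share their 3' end with another gene. All 33 and all 28 genes changed in the direction shown in the figure. In its diestrus list, the first symbols do not match the Ensembl identifiers printed beside them, and the identifiers were used.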

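Differential expression in only 1 of the stages does not by itself mean that the line difference depended on the stage. Of 723 genes that were tested in both stages and differentially expressed in either, 601 changed in the same direction in both. This held for 166 of the 199 genes found in estrus only and for 342 of the 431 found in diestrus only. The dependence on stage was tested by the line-by-stage interaction over all 20 libraries and 14154 genes, with edgeR's quasi-likelihood test. It passed an adjusted p of 0.05 in 8 genes, of which 7 belong to the 723. DESeq2 with its fold change prior moved this number most, to 150. In 5 of 100 drawn swaps of the line of same-numbered animals, the real assignment included, at least 8 genes passed. In the other 4, the line was swapped in 3 to 5 pairs in diestrus and in 0 to 2 in estrus.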

**Figure 8:**
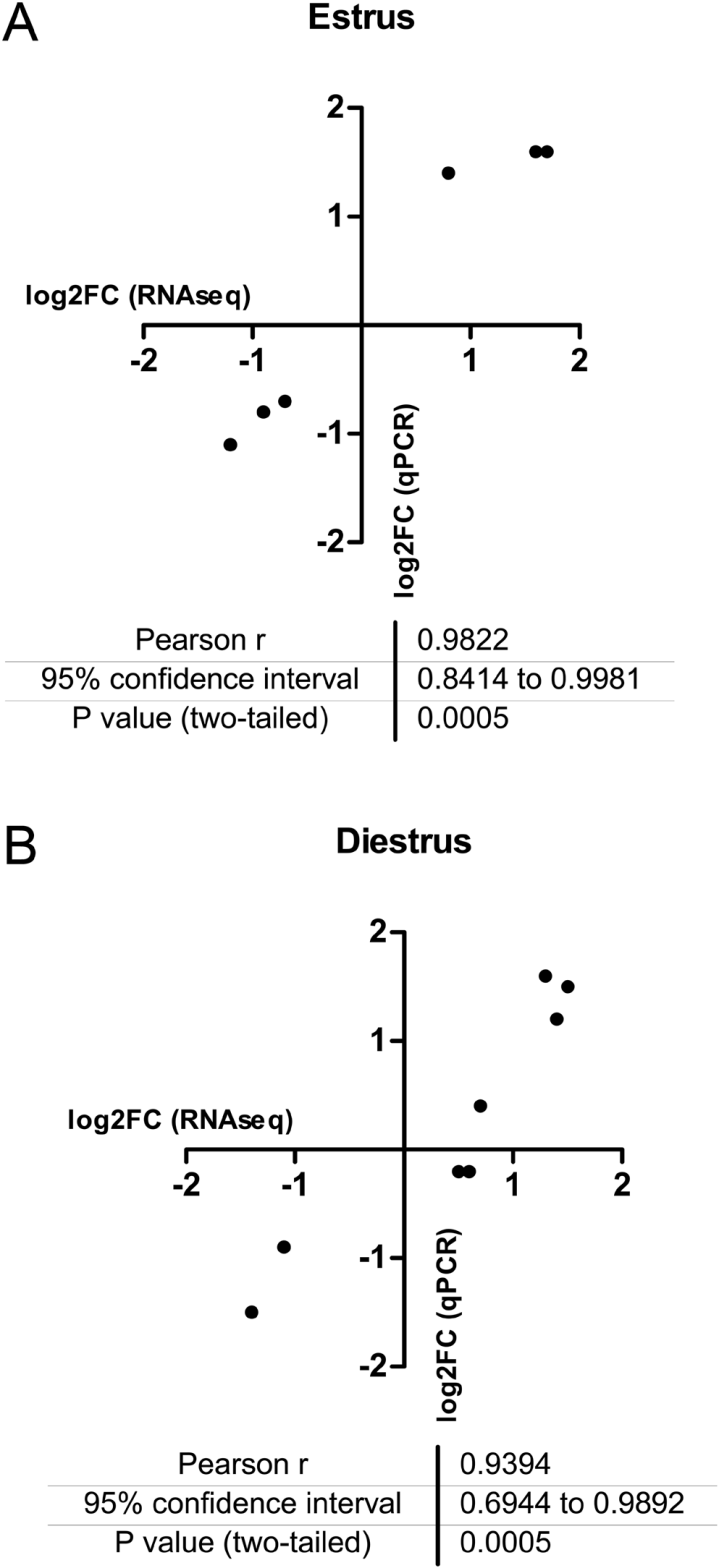
Concordance and correlation of the results of the transcriptome analysis and the qPCR. The log2FC is for mRNAseq and qPCR for selected genes is shown for samples in estrus (A) and in diestrus (B). A full color version of this figure is available at https://doi.org/10.1530/JME-22-0012.

**Table 2:** List of genes associated with reproductive traits in estrus.

Gene	ΔLog2FC	ΔLog2FC qPCR	Keyword
Genes associated with the reproductive lifespan			
*Per2*	−1.5^a^	−1.4^a^	Absent estrous cycle, decreased litter size, reproductive lifespan (Pilorz & Steinlechner 2008)
*Kl*	1.6^a^	1.6^b^	Reproductive lifespan (Kuro-o *et al.* 1997)
*Tex14*	2.1^c^		Reproductive lifespan (Greenbaum *et al.* 2009)
Genes associated with folliculogenesis			
*Igfbp2*	−0.9^b^	−0.8^b^	Follicular development (Spitschak & Hoeflich 2018); follicular atresia (Wandji *et al.* 1998)
*Esr1*	−0.7^a^	−0.7^b^	Granulosa cell proliferation (Dupont *et al.* 2000); folliculogenesis (Schomberg *et al.* 1999, Couse & Korach 1999); alteration of LH and FSH levels (Adlanmerini *et al.* 2014); ovulation rate (Jakacka *et al.* 2002)

The ΔLog2FC is calculated based on the result of the transcriptome analysis (^a^*q* < 0.05, ^b^*q* < 0.01, ^c^*q* < 0.001, *n*  = 5). Additionally, the ΔLog2FC based on the results of the qPCR validation experiment is shown (*n*  = 10).

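Of the genes of Table 2, *Kl* (ENSMUSG00000058488, chromosome 5, 150952607 to 150993817, GRCm38) encodes Klotho. In estrus it had 10.9 ± 4.35 CPM (mean ± SD, n = 5) in FL1 and 3.59 ± 1.24 in ctrl, a log2FC of 1.58 (SE 0.33, edgeR's adjusted p = 0.0219). Every FL1 library lay above every ctrl library (exact permutation test, two-sided p = 0.00794). *Kl* passed the threshold in 8 of the 10 fits that each left out 1 library, with a log2FC between 1.38 and 1.73. In diestrus its log2FC was 1.73 (SE 0.48) at an adjusted p of 0.0580, and edgeR's interaction with stage had an adjusted p of 0.948.

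**Figure D3:**
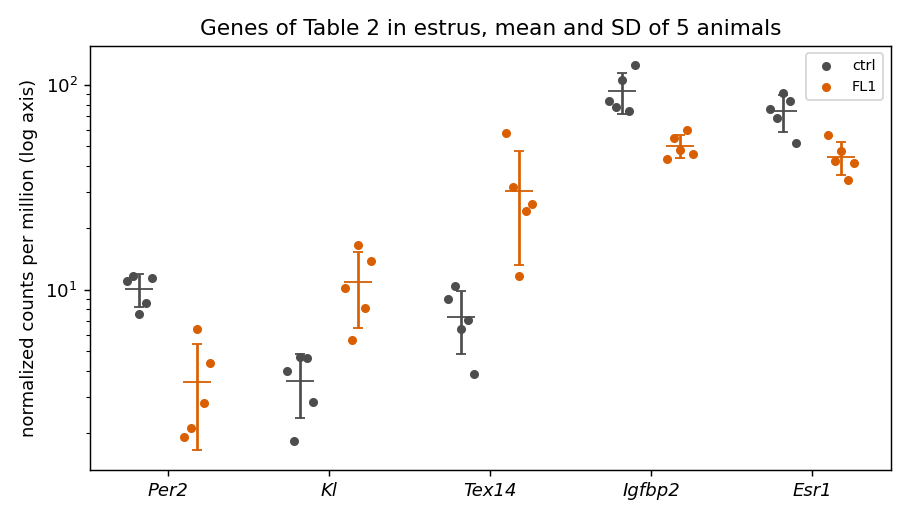
CPM of the genes of Table 2 in estrus on a log axis, with 1 point per animal and bars for the mean and SD of the 5 animals of each line. *Tex14* spans 11.6 to 58.1 CPM in FL1, with all ctrl animals below.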

**Table 3:** List of genes associated with reproductive traits in diestrus.

Gene	ΔLog2FC	ΔLog2FC qPCR	Keyword
Genes associated with the reproductive lifespan			
*Rora*	0.7^a^	0.7^a^	Estrous cycle, reproductive life span (Guastavino & Larsson 1992); number of mature oocytes (Guastavino *et al.* 2005)
Genes associated with folliculogenesis			
*Kit*	−1.4^a^	−1.5^b^	Folliculogenesis (Pangas & Rajkovic 2015, Reynaud *et al.* 2001); litter size (Geissler *et al.* 1981); ovarian follicle number (Geissler *et al.* 1981)
*Nos2*	−0.9^b^		Litter size (Burnett *et al.* 2002); ovulation rate, ovarian morphology, steroidogenesis (Jablonka-Shariff *et al.* 1999), marker of follicular atresia (Nath & Maitra 2019)
*Foxl2*	0.5^b^	−0.2	Folliculogenesis and granulosa cell differentiation (Schmidt *et al.* 2004, Nicol *et al.* 2020)
*Smad1*	0.8^b^	1.4^a^	Primordial germ cells (Tremblay *et al.* 2001); folliculogenesis (Pangas 2012)
*Lhcgr*	1.4^a^	1.2^b^	Folliculogenesis, formation of corpus luteum (Zhang *et al.* 2001, Lei *et al.* 2001, Hunzicker-Dunn & Mayo 2006); levels of FSH, LH, P_4_ and E_2_ (Lei *et al.* 2001, Hunzicker-Dunn & Mayo 2006)
*Cxcr4*	1.5^c^	1.5^a^	Primordial germ cell migration (Molyneaux *et al.* 2003); granulosa cell survival (Molyneaux *et al.* 2003, Kryczek *et al.* 2005)

The ΔLog2FC is calculated based on the result of the transcriptome analysis (^a^ *q* < 0.05, ^b^ *q* < 0.01, ^c^ *q* < 0.001, *n*  = 5). 

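Of the genes of Table 3, *Rora* (ENSMUSG00000032238, chromosome 9, 68653786 to 69388246, GRCm38) had 143 ± 30.4 CPM (mean ± SD, n = 5) in FL1 and 89.4 ± 11.1 in ctrl in diestrus. Its log2FC was 0.67 (SE 0.14, edgeR's adjusted p = 0.0119), and 1 annotated gene overlaps it on the opposite strand. *Nos2* (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) had 14.0 ± 3.43 CPM in FL1 and 27.0 ± 4.61 in ctrl, a log2FC of -0.94 (SE 0.18, edgeR's adjusted p = 0.00782). With all 20 libraries in 1 fit, the log2FC of *Nos2* was again -0.94, at an adjusted p of 0.149. *Smad1* (ENSMUSG00000031681, chromosome 8, 79338395 to 79399518) had 84.7 ± 13.1 CPM in FL1 and 48.5 ± 6.57 in ctrl, a log2FC of 0.81 (SE 0.13, edgeR's adjusted p = 0.00220). All 3 genes separated the lines without overlap (exact permutation test, two-sided p = 0.00794 each) and passed the threshold in all 10 fits with 1 library left out. In estrus the log2FC of *Smad1* was -0.19 (SE 0.14), and edgeR's interaction with stage had an adjusted p of 0.0535.

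**Figure D4:**
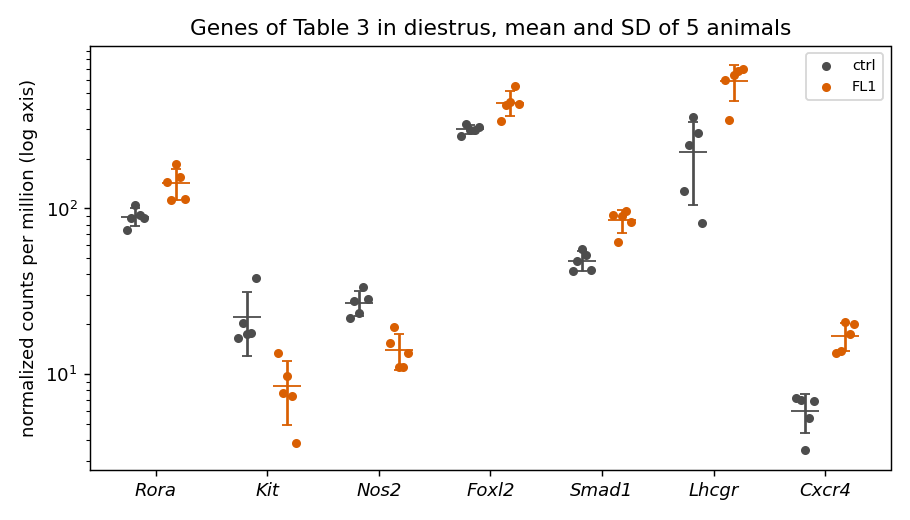
CPM of the genes of Table 3 in diestrus on a log axis, with 1 point per animal and bars for the mean and SD of the 5 animals of each line. The lines overlap only in *Lhcgr*, where the lowest FL1 animal lies at 341 and the highest ctrl animal at 358 CPM.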

Additionally, the ΔLog2FC based on the results of the qPCR validation experiment is shown (*n*  = 10).

## Discussion

The Dummerstorf high-fertility mouse line FL1 almost doubled the litter size during its selection process to 21.0 pups/litter compared to 11.3 pups/litter in the unselected control line. The aim of this study was to get insights into how the improved fertility phenotype is warranted on endocrine and molecular levels.

In previous work, it has already been described that FL1 mice ovulate more oocytes than the corresponding controls (Spitschak *et al.* 2007). This was verified in our recent analysis. In average ctrl mice ovulated 13.2 oocytes per cycle, whereas FL1 ovulated 22.4 oocytes per cycle.

We also analyzed several phenotypic parameters to document how the phenotype shifted due to the long-time selection process. We did not observe any significant differences in the weight of reproductive organs between FL1 and ctrl. The analysis of the estrous cycle of FL1 and ctrl indicates slight but not significant differences concerning the length of various cycle stages.

In order to address endocrine and molecular reasons for the improved ovulation phenotype, we measured hormones of the HPG axis. Since it is widely accepted that FSH or substances such as pregnant mare serum gonadotropin, which simulate the effects of FSH, are used to improve ovulation rates, we expected higher FSH concentrations in FL1 compared to ctrl. Surprisingly, this was not the case. We measured decreased *Fsh* gene expression in the pituitary and decreased hormone concentrations in serum, both in estrus and in diestrus. The dampened FSH concentrations were accompanied by decreased hypothalamic *Gnrh* transcript levels in estrus and diestrus. Thus, we have to sharpen our view on FSH. Obviously, external supplementation of FSH helps to improve ovulation rates, and in cases where there is a lack of FSH due to mutations in the coding sequence, ovulation can be induced by administration of exogenous FSH (Matthews *et al.* 1993). Overexpression of *Fsh* in transgenic mice initially leads to higher ovulation rates and higher litter sizes. However, these mice suffer from accelerated reproduction failure and premature infertility (McTavish *et al.* 2007). However, this phenotype is not seen in FL1 mice. Hence, high FSH concentrations might increase ovulation rates when given once or in cases of deficient FSH, whereas long-term overexpression rather seems to lead to decreased lifetime fecundity. However, this female phenotype differs from the phenotype of FL1, where we detected high ovulation rates (accomplished by large litter sizes) plus a superior lifetime fecundity (Langhammer *et al.* 2021). It is conceivable that decreased FSH concentrations might be compensated by an increased sensitivity of the FSH receptor. However, activating mutants are very rare, while several naturally occurring mutations which inactivate the FSH receptor gene have been described. Peltoketo *et al.* (2010) created knock-in mice with significantly increased basal activity of the FSH receptor and showed that this activating mutation results in enhanced granulosa cell proliferation, loss of small follicles, and the development of hemorrhagic cysts; therefore, most of the mice were infertile (Peltoketo *et al.* 2010). In view of this fact, also this phenotype differs from the FL1.

We observed significantly higher level of *Lh* transcripts in pituitary in FL1 mice compared to ctrl mice in estrus but not in diestrus. Serum concentrations of LH in estrus of FL1 were also slightly higher, although statistically not significant. Although the role of LH in the murine reproductive cycle and its effects on follicles in the antral stage is well established, quite less is known about the function of LH in folliculogenesis in the preantral stage. *In vitro* experiments by Wu *et al.* indicate that LH and FSH are required for the development of small preantral follicles to antral stage, while bigger preantral follicles only needed the addition of FSH in the medium to reach the antral stage (Wu *et al.* 2000). This suggests that LH mediates several important functions in the development of small preantral follicles. Although not experimentally tested, increased LH levels in FL1 might promote the development of small preantral follicles. Moreover, addition of LH as an exogenous hormone to ovarian tissue results in increased numbers of healthy follicles and recovery time of the estrous cycle after pregnancy (Zheng *et al.* 2020). Obviously, the increased LH formation in FL1 has various promoting effects on different processes in folliculogenesis and reproductive performance.

We found significantly lower P4 concentrations in estrus in FL1, and no difference between ctrl and FL1 in the serum concentrations of P4 in diestrus. A dose-dependent effect of P4 on follicular growth has been shown in studies using cultured ovaries. Addition of a medium with a low concentration of P4 resulted in enhanced growth of follicles from primordial to primary stage. In contrast, high P4 in the medium suppressed the growth of secondary follicles (Komatsu & Masubuchi 2017). Kezele and Skinner (2002) observed the effects of different P4 concentrations on primordial follicles in newborn rat ovaries. Also, this study revealed that high P4 concentrations inhibited the primordial to primary follicle transition. Furthermore, high P4 concentrations resulted in significantly decreased primordial follicle assembly *in vivo* and *in vitro*, which suggests a role of maternal P4 in the control of fetal primordial follicle assembly and early follicular development (Kezele & Skinner 2003). Thus, lower P4 concentrations have the potential to increase the primordial follicle activation in FL1. It is also conceivable that decreased maternal steroid concentrations promote the early follicular development of newborn pubs.

Our results of the measurements of hormones suggest that the increased ovulation rate of FL1 is not only due to systemic alterations in the HPG axis. Although altered levels of LH and P4 might promote follicular development, it furthermore seems to be regulated by local mechanisms in the ovary.

Considering that only less than 1% of the initially formed primordial follicles succeed in entering maturation and ovulation (Bjersing 1982), it is conceivable that increased primordial activation can be a mechanism that is jointly responsible for increased reproductive performance. Although several genes are known, which are involved in the activation of primordial follicles, the mechanisms and pathways are widely unclear (Pangas & Rajkovic 2015). One of these genes is *Foxl2*, which is stronger expressed in the diestrus of FL1 compared to ctrl mice. 

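*Foxl2* (ENSMUSG00000050397), a forkhead transcription factor gene, lies on chromosome 9 of GRCm38 from 98955288 to 98958543, and 1 annotated gene overlaps it on the opposite strand. In diestrus it had 436 ± 75.5 CPM (mean ± SD, n = 5) in FL1 and 301 ± 17.3 in ctrl, a log2FC of 0.53 (SE 0.11, edgeR's adjusted p = 0.0132). The lowest FL1 library, at 339 CPM, was above the highest ctrl library at 323 (exact permutation test, two-sided p = 0.00794). Leaving out 1 library at a time gave log2FC from 0.44 to 0.61. With all 20 libraries in 1 fit, the adjusted p was 0.0562. In estrus the log2FC was -0.15 (SE 0.17), and the interaction with stage had an adjusted p of 0.209 in edgeR. The paper's qPCR in diestrus did not show the stronger expression of *Foxl2*, with a slightly negative log2FC that is not marked as significant.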

The formation of primordial follicles is not impaired in *Foxl2* *^−/−^* mice during the first three postnatal days, but they never contain more than one granulosa cell layer, undergo atresia, and therefore, fail in further folliculogenesis (Schmidt *et al.* 2004). Interestingly, overexpression of *Foxl2* results in formation of POFs as a consequence of defects in the nest breakdown during ovarian development (Nicol *et al.* 2020). As already described above, the occurrence of POFs is characteristic for FL1 (Alm *et al.* 2010). However, the formation of POFs occurs in the time period between the breakdown of the germ cell clusters and the development of the primordial follicles and not in the adult ovary, and therefore, the results of this study cannot be used to explain mechanisms that occur during ovarian development. The role of the the POFs in the adult ovary and how they contribute to the increased reproductive performance of FL1 females is not clear. Although the occurrence of POFs in primary, secondary, and antral follicles, as well as the fact that POFs are able to reach ovulatory diameter, suggests that they are able to ovulate (Alm *et al.* 2010), it is not known if multiple oocytes originated from POFs can be fertilized and develop into living offspring. Spitschak *et al.* (2007) analyzed the numbers of released oocytes, corpora lutea, and living fetuses in FL1 mice. Both, the number of released oocytes and the number of coprpora lutea were significantly higher in FL1 compared to ctrl mice. However, not all released oocytes developed into living offspring. While the release of oocytes was significantly higher than the number of corpora lutea in FL1 mice, the number of corpora lutea was in accordance with the number of living fetuses (Spitschak *et al.* 2007). Thus, the number of offspring seems to be determined by the number of corpora lutea. Since one follicle develops into one corpus luteum after ovulation, it is not likely that every oocyte that is released out of a POF is able to develop into living offspring.

*Kit* is a potential regulator of primordial follicle activation, as it activates the phosphatidylinositol 3-kinase-protein kinase B (PI3K-AKT) pathway. 

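*Kit* (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722, GRCm38) encodes a receptor tyrosine kinase. In diestrus, 8.42 ± 3.53 CPM (mean ± SD, n = 5) were counted in FL1 and 22.0 ± 9.14 in ctrl, a log2FC of -1.37 (SE 0.30, edgeR's adjusted p = 0.0188). No FL1 library reached the lowest ctrl library (exact permutation test, two-sided p = 0.00794). The spread in ctrl came from 1 library at 38.1 CPM, while the others lay between 16.4 and 20.2. The log2FC was between -1.61 and -1.08 in the 10 fits that each left out 1 library, and 9 of these passed the threshold. In estrus it was -0.91 (SE 0.36) at an adjusted p of 0.229, and edgeR's interaction with stage had an adjusted p of 0.766.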

*Kit* has been found differentially regulated in the diestrus of FL1 vs ctrl. Several reports on mouse models with mutations in the *Kit* loci or targeted disruption of this gene discuss the functions of *Kit* in folliculogenesis (Reynaud *et al.* 2001, Pangas & Rajkovic 2015). Aside from the primordial follicle activation, the PI3K-AKT pathway regulates the growth and survival of cells in various cell types (Pangas & Rajkovic 2015, Chu *et al.* 2018, Kim & Kurita 2018) and therefore has the potential not only to regulate the primordial activation but might also be involved in the modulation of follicular growth and survival during folliculogenesis in FL1.

*Esr1* is well known to be involved in the process of folliculogenesis (Couse & Korach 1999, Schomberg *et al.* 1999). 

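*Esr1* (ENSMUSG00000019768), the gene of estrogen receptor alpha, spans 4611593 to 5005614 on chromosome 10 of GRCm38. Its expression in estrus was 44.4 ± 8.18 CPM (mean ± SD, n = 5) in FL1 and 74.1 ± 15.1 in ctrl. The log2FC of -0.74 (SE 0.16) had an adjusted p of 0.0263 in edgeR's quasi-likelihood test. FL1 was lower in all but 1 of the pairs of an FL1 and a ctrl library (exact permutation test, two-sided p = 0.0159). Only 4 of the 10 fits without 1 library passed the threshold, with log2FC from -0.85 to -0.65. In diestrus the log2FC was -0.24 (SE 0.18), and the interaction with stage had an adjusted p of 0.453 in edgeR.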

FL1 mice have lower *Esr1* levels in estrus (Table 2). Especially, the primordial follicles seem to be controlled by *Esr1* (Arao *et al*. 2011, Adlanmerini *et al*. 2014). Furthermore, it plays a crucial role in granulosa cell proliferation (Dupont *et al.* 2000) and affects the concentrations of LH and FSH (Adlanmerini *et al.* 2014). It has also been shown that litter size and ovulation rate are influenced by *Esr1* (Jakacka *et al.* 2002).

*Igfbp2*, which is on lower levels in the estrus of FL1, is involved in follicular growth, differentiation, and degeneration (Spitschak & Hoeflich 2018). 

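*Igfbp2* (ENSMUSG00000039323, chromosome 1, 72824503 to 72852474, GRCm38) had 50.4 ± 6.65 CPM (mean ± SD, n = 5) in FL1 and 93.1 ± 21.1 in ctrl in estrus. The log2FC was -0.89 (SE 0.15, edgeR's adjusted p = 0.00599), and the FL1 libraries, from 43.6 to 59.8 CPM, did not overlap the ctrl libraries, from 74.8 to 124 CPM (exact permutation test, two-sided p = 0.00794). All 10 fits with 1 library left out passed the threshold, with log2FC from -0.96 to -0.75. In diestrus the log2FC was 0.048 (SE 0.18, edgeR's adjusted p = 0.935). The interaction with stage itself had an edgeR adjusted p of 0.126.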

Especially the potential function in follicular atresia is remarkable. Wandji *et al.* (1998) observed that the levels of *Igfbp2* mRNA are associated with follicular atresia (Wandji *et al.* 1998). The results of this study lead to the assumption that lower amounts of *Igfbp2* transcript results in decreased atresia of the follicles and thus a higher ovulation rate in FL1.

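*Cxcr4* (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293, GRCm38), a chemokine receptor gene, was measured in diestrus at 17.1 ± 3.38 CPM (mean ± SD, n = 5) in FL1 and 5.99 ± 1.58 in ctrl. This is a log2FC of 1.49 (SE 0.22, edgeR's adjusted p = 0.00139). The libraries of the lines did not overlap, with 13.3 to 20.6 CPM in FL1 and 3.45 to 7.17 in ctrl (exact permutation test, two-sided p = 0.00794). The log2FC stayed between 1.35 and 1.57 in the 10 fits without 1 library, and all of them passed the threshold. In estrus it was 0.51 (SE 0.22, edgeR's adjusted p = 0.260), and the interaction with stage had an adjusted p of 0.209.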

*Cxcr4,* which is more abundant in the diestrus of FL1 compared to ctrl mice, is an example for a gene associated with follicular survival. The ligand/receptor interaction of Cxcr4 and its ligand C-X-C motiv-chemokine 12 (*Cxcl12*) is involved in the chemotaxis of several cell types and plays a role in granulosa cell survival in the pre- and periovulatory period in the adult ovary (Molyneaux *et al.* 2003, Kryczek *et al.* 2005). Segers *et al.* analyzed the effects of gonadotropins on *Cxcr4* in theca cells during antral follicle development and suggested a synergy of *Lhcgr* and the FSH receptor (*Fshr)* in inducing *Cxcr4* expression (Segers *et al.* 2012). Interestingly, *Lhcgr* is upregulated in FL1 in diestrus (Table 3), which supports the hypothesis that an interaction of *Cxcr4* and the gonadotropin receptors, especially *Lhcgr*, plays a role in the increased ovulation rate of FL1 by promoting follicular survival. 

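*Lhcgr* (ENSMUSG00000024107), on chromosome 17 of GRCm38 from 88716481 to 88791990, had 589 ± 145 CPM (mean ± SD, n = 5) in FL1 and 219 ± 114 in ctrl in diestrus. Its log2FC was 1.43 (SE 0.32, edgeR's adjusted p = 0.0209). FL1 was higher in 24 of the 25 pairs of an FL1 and a ctrl library (exact permutation test, two-sided p = 0.0159). The exception was 1 FL1 library at 341 CPM, below the others at 593 to 696. Of the 10 fits that left out 1 library, 7 passed the threshold, with log2FC from 1.22 to 1.67. In estrus the log2FC was 0.53 (SE 0.18, edgeR's adjusted p = 0.153), and the interaction with stage had an adjusted p of 0.387. The paper cites earlier work in theca cells that proposed a synergy of *Lhcgr* and the FSH receptor in the induction of *Cxcr4*. With the stronger expression of *Lhcgr* set beside this, it proposes that an interaction of *Cxcr4* with the gonadotropin receptors, above all *Lhcgr*, has a part in the increased ovulation rate of FL1 by promoting follicular survival.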

Besides the potential synergy with *Cxcr4*, the role of *Lhcgr* in folliculogenesis is well established, and a great number of activating or inactivation mutations and also knockout models have been described in literature (Hunzicker-Dunn & Mayo 2006). At this point, however, the question arises how an upregulation of *Lhcgr* in the ovary of FL1 can occur, since it is known to be a target gene of FSH, which is significantly decreased in FL1 throughout the whole estrous cycle. Interestingly, several studies suggest that signaling via cAMP (cyclic AMP) and AKT pathways is able to activate target genes of FSH (Zeleznik *et al.* 2003, Hunzicker-Dunn & Mayo 2006, Escamilla-Hernandez *et al.* 2008) and occupy a significant position in the function of FSH (Chu *et al.* 2018). This promotes the hypothesis that the decreased FSH levels in FL1 might be compensated by other factors able to activate intracellular pathways, which are actually induced by FSH. Due to the fact that LH is known to regulate follicular maturation via cAMP signaling (Hunzicker-Dunn & Mayo 2006), increased LH levels and *Lhcgr* expression rates in the ovaries of FL1 mice might be involved in this process. However, the regulation of intracellular signaling pathways is a complex cell-specific interplay of different endocrine and molecular factors and is dependent of the stage of follicular development of the follicles. We also should consider that non-genomic actions via membrane bound steroid hormone receptors might play a role in the increased reproductive performance of FL1 females. But since the ovaries used in this study consist of a variety of different developmental stages of follicles, which in turn contain various different cell types, an informative analysis of signaling pathways is not achievable and has to be analyzed in further studies.

Taken together, our data indicate that different traits of follicular development are modified in FL1 mice. A graphical summary of the alterations in the different stages of follicular development of monovular follicles is given in Fig. 9. However, like discussed above, one should take in consideration the occurrence of POFs is characteristic for FL1 mice and they have the potential to ovulate more than one oocyte per follicle.

**Figure 9:**
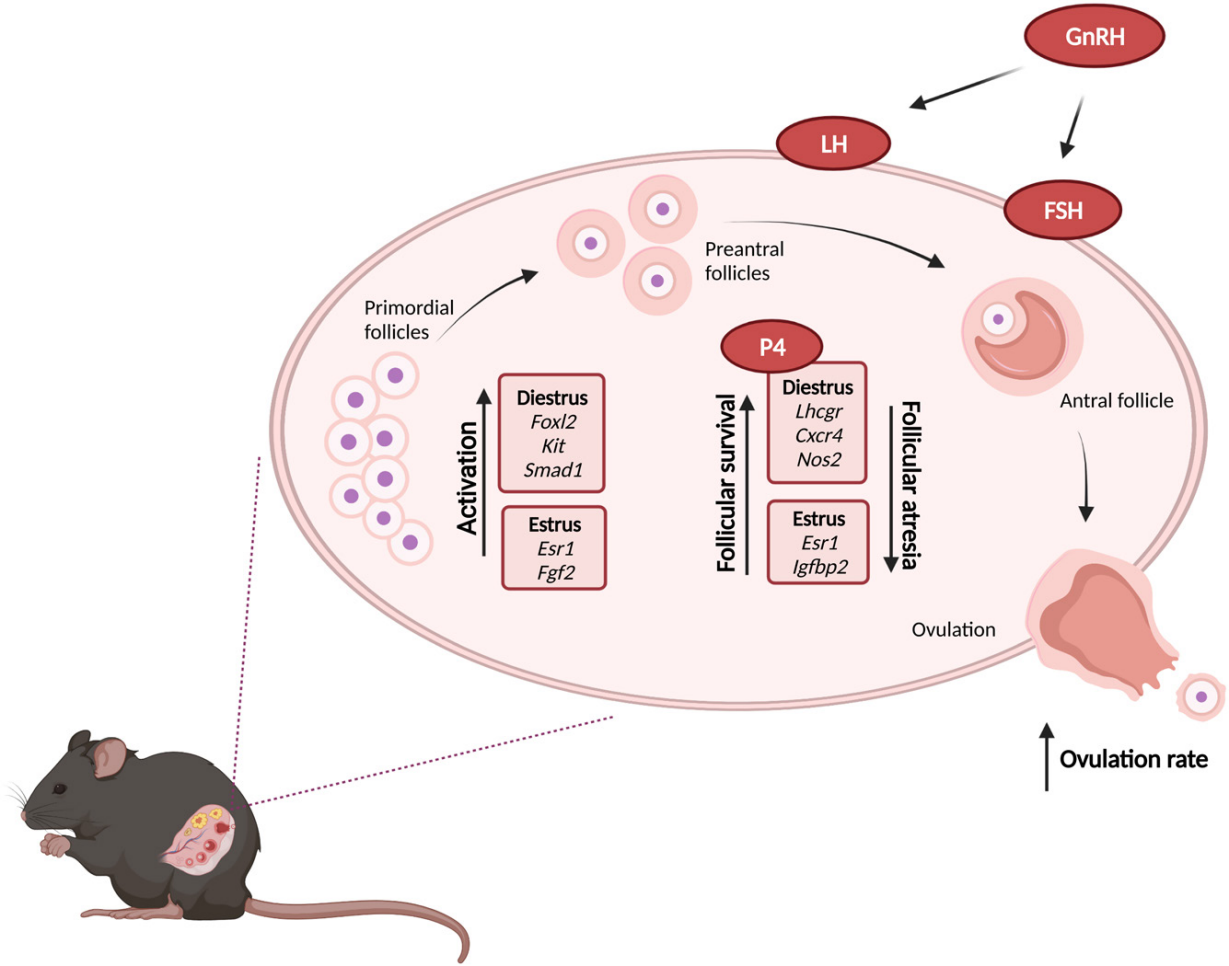
Follicular maturation in FL1 mice. Gene expression data and the measurement of parameters of the HPG axis on endocrine levels indicate that different traits of follicular development are improved in FL1 mice. Our results demonstrate that the increased ovulation rate of FL1 mice is due to a complex interplay of different cycle-related alterations, leading to increased activation of primordial follicles, decreased apoptosis, and increased follicular survival (figure created with BioRender.com). A full color version of this figure is available at https://doi.org/10.1530/JME-22-0012.

Another aspect of the increased reproductive fitness of FL1 is the reproductive lifespan. In both lines, ctrl and FL1, the reproductive success decreases with increasing age of the mice; however, this effect appears earlier in FL1 than in ctrl (Langhammer *et al.* 2021). *Per2*, which revealed lower levels in the estrus of FL1 vs ctrl mice, is a gene that is suggested to cause advanced ageing and therefore reproductive deficits. 

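*Per2* (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324, GRCm38) is a gene of the circadian clock. In estrus it had 3.52 ± 1.88 CPM (mean ± SD, n = 5) in FL1 and 10.0 ± 1.84 in ctrl, from 13 to 61 counts per FL1 library and 58 to 91 per ctrl library. The log2FC was -1.48 (SE 0.32, edgeR's adjusted p = 0.0263), with every FL1 library below every ctrl library in CPM (exact permutation test, two-sided p = 0.00794). It passed the threshold in 4 of the 10 fits that each left out 1 library, with log2FC from -1.81 to -1.33. Of 8 other clock genes grouped with *Per2* in a set written beforehand, 7 were lower in FL1 in estrus. Over all genes only *Tef* passed the threshold (edgeR's adjusted p = 0.0146). In diestrus the log2FC of *Per2* was -0.056 (SE 0.26, edgeR's adjusted p = 0.946), and the interaction with stage had an adjusted p of 0.180.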

While the reproductive success of young *Per2^−/−^* mice does not differ from the wild-type, middle-aged *Per2^−/−^* mice are characterized by reproductive failures, that are comparable with those, which are normally observed in old WT mice (Pilorz & Steinlechner 2008). Nevertheless, FL1 is the mouse line with the highest fecundity index that is described in literature (Langhammer *et al.* 2021). 

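*Tex14* (ENSMUSG00000010342) lies on chromosome 11 of GRCm38 from 87405065 to 87555823. On this stretch the annotation has 11 other genes on the same strand and 1 on the opposite strand, whose reads the counting could have assigned differently. In estrus, 30.3 ± 17.2 CPM (mean ± SD, n = 5) were counted on *Tex14* in FL1 and 7.34 ± 2.51 in ctrl, a log2FC of 2.04 (SE 0.36, edgeR's adjusted p = 0.00851). The lines did not overlap (exact permutation test, two-sided p = 0.00794), and all 10 fits without 1 library passed the threshold, with log2FC from 1.66 to 2.25. In diestrus the log2FC was -0.041 (SE 0.26). The interaction with stage had an adjusted p of 0.107 in edgeR.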

*Tex14*, which is on a higher transcript level in the estrus of FL1 vs ctrl mice, is another gene that is involved in reproductive lifespan. Although adult *Tex14* knockout mice had normal-appearing viable oocytes and follicles at every stage of folliculogenesis and they were fertile, the *Tex14^−/−^* females delivered a significant lower number of litters over a 6 months period than the *Tex14^+/−^* females (Greenbaum *et al.* 2009). Although not experimentally tested, overexpression of *Tex14* might increase ovulation rates and play a role in the reproductive lifespan of FL1.

## Conclusions

Recapitulating the gene expression approach and hormonal measurements it is likely that the increased reproductive performance is due to a complex interplay of different cycle-related alterations. Our data indicate that several processes associated with folliculogenesis are modified in FL1 on molecular and endocrine levels to ensure high ovulation rates. Moreover, our results demonstrate that a low concentration/expression rate of FSH cannot be attributed to a low ovulation rate but has to be considered in connection with local mechanisms in the ovary and other endocrine parameters. However, to specify the results of this study, cell-specific signaling pathways have to be analyzed in future experiments. The Dummerstorf high fertility mouse line FL1 has developed a way not only to increase the ovulation rate but also to deliver high litter sizes over a long time period. Thus, this unique high-fertility model can provide new insights into many different aspects of female reproductive fitness and has the potential to improve our understanding of the achievement of high fertility and longevity.

## Supplementary materials

Supplementary file 2 Weight of reproductive organs of ctrl and FL1 mice in estrus and diestrus

Supplementary file 1 Primers for quantitative real-time PCR

Supplementary file 3 List of genes associated with reproductive traits in estrus and diestrus

## Declaration of interest

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

## Funding

This work was supported by the German Research Foundation (DFG, MI 2098/3-1).

## Ethics approval and consent to participate

All procedures were performed following national and international guidelines and approved by the institutional board (Animal Protection Board from the Research Institute for Farm Animal Biology). The study is in accordance with ARRIVE guidelines.

## Availability of data and materials

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Author contribution statement

C L M L, M M and J M W conceived the experimental design. M L was responsible for animal breeding. E K W organized the gonadotropin measurement. S B was responsible for the mRNA-Seq and conducted the statistical evaluation of the transcriptome data. C L performed the statistical evaluation of hormonal measurement and qPCR, interpreted the results, and drafted the manuscript. M T V created the bio RENDER figure. A R, U S, J M W and M M provided substantial suggestions on interpretation presentation of the data sets and critically read the manuscript. All authors read the manuscript and approved the final manuscript. The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

# Supplementary material for: Endocrine and molecular factors of increased female reproductive performance in the Dummerstorf high-fertility mouse line FL1
**Source:** J Mol Endocrinol. 2022 Apr 6;69(1):285–98. doi: 10.1530/JME-22-0012
**Supplement:** Supplementary file 2 Weight of reproductive organs of ctrl and FL1 mice in estrus and diestrus

**Supplementary file 1** Primers for quantitative real-time PCR

| Gene          | Primer sequence (5'-3')   |                           |
|---------------|---------------------------|---------------------------|
|               | Forward                   | Reverse                   |
| <i>GnRH</i>   | ATGATCCTCAAAGTATGGCCG     | TTCTGCCATTTGATCCACCTCC    |
| <i>FSH</i>    | CAGTAGAGAAGGAAGAGTGCCG    | TGTGTAGAGGGAGTCTGAGTGG    |
| <i>LH</i>     | AATGAGTTCTGCCCAGTCTGC     | CACAGGCCATTGGTTGAGTCC     |
| <i>Igfbp2</i> | AACATCTCTACTCCCTGCACATC   | CTCGTTGTAGAAGAGATGGCACT   |
| <i>Per2</i>   | ACCTCCGAGTATATCGTGAAGAAC  | TGCACTCCTGAGTGAAAGAATCTA  |
| <i>Esr1</i>   | CGCCTTCTACAGGTCTAATTCTGA  | CACATGTAGTCATTGTGTCCTTGA  |
| <i>Agt</i>    | GACCTCCTGACTTGGATAGAGAAC  | GTGTCACCAATGTTGTTCAAGTTT  |
| <i>Kl</i>     | CTTTCAGCTATTGGACCCTAACAT  | CCAGTCTGATTGCTTTTAAGGTTT  |
| <i>Fetub</i>  | CTCTGTTCTACCTCACATTGGATG  | ATGAGTCTTTCTTTTGGAAACTGG  |
| <i>Kit</i>    | AAAAGATGTGTCTACATCCGTGAA  | TGACATTTGCTGATCCAAAAGTAT  |
| <i>F2r</i>    | GATTGTGCACTACCTTTTCCTCTC  | GGTGACTAGAGCAGGTATCCATTT  |
| <i>Foxl2</i>  | ACCAGTACATCATAGCCAAGTTCC  | GGTAGTTGCCCTTCTCGAACAT    |
| <i>Klf2</i>   | ACACATACTTGACGCTACACCAAC  | ACTGAAAGGGTCTGTGACCTGT    |
| <i>Rora</i>   | TCAAAATGATCAAATTGTGCTTCT  | AGAACACAAACTCTTCCCAAATTC  |
| <i>Smad1</i>  | GTACTATGAGCTCAACAACCGTGT  | ACACCTCTCCTCCAACGTAATAAA  |
| <i>Lhcgr</i>  | CTCGGTTAAAATACCTGAGCATCT  | GCTTTGTACTTCTTCAAACCCATT  |
| <i>Cxcr4</i>  | AGACTATGACTCCAACAAGGAACC  | ATGCTCCTTAGCTTCTTCTGGTAA  |
| <i>RPS18</i>  | ACCATCATGCAGAACCCACGACAGT | CAGGTCCTCACGCAGCTTGTTGTCT |
| <i>36B4</i>   | AAGCGCGTCCTGGCATTGTCT     | CCGCAGGGGCAGCAGTGGT       |
| <i>B2m</i>    | TTCTGGTGCTTGTCTCACTGAC    | GCAGTTCAGTATGTTCCGGCTTC   |
| <i>GADPH</i>  | TCACCATCTTCCAGGAGCGAGAC   | TTTCTCGTGGTTCACACCCATCA   |

# Supplementary material for: Endocrine and molecular factors of increased female reproductive performance in the Dummerstorf high-fertility mouse line FL1
**Source:** J Mol Endocrinol. 2022 Apr 6;69(1):285–98. doi: 10.1530/JME-22-0012
**Supplement:** Supplementary file 1 Primers for quantitative real-time PCR

**Supplementary file 2** Weight of reproductive organs of ctrl and FL1 mice in estrus and diestrus

|                    | Right ovary (g)   |                   | Left ovary (g)    |                   | Uterus (g)      |                 |
|--------------------|-------------------|-------------------|-------------------|-------------------|-----------------|-----------------|
|                    | Estrus            | Diestrus          | Estrus            | Diestrus          | Estrus          | Diestrus        |
| <b><i>ctrl</i></b> | 0.018 ±<br>0.0031 | 0.018 ±<br>0.0008 | 0.019 ±<br>0.0027 | 0.017 ±<br>0.0013 | 0.18 ±<br>0.013 | 0.11 ±<br>0.005 |
| <b><i>FL1</i></b>  | 0.017 ±<br>0.0007 | 0.016 ±<br>0.0006 | 0.018 ±<br>0.0008 | 0.016 ±<br>0.0008 | 0.18 ±<br>0.008 | 0.13 ±<br>0.008 |

# Supplementary material for: Endocrine and molecular factors of increased female reproductive performance in the Dummerstorf high-fertility mouse line FL1
**Source:** J Mol Endocrinol. 2022 Apr 6;69(1):285–98. doi: 10.1530/JME-22-0012
**Supplement:** Supplementary file 3 List of genes associated with reproductive traits in estrus and diestrus

**Supplementary file 3** List of genes associated with reproductive traits in estrus and diestrus

| Estrus                                                                        |                |                     |                                                                                                                                                                              |
|-------------------------------------------------------------------------------|----------------|---------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Gene</i>                                                                   | <i>ΔLog2FC</i> | <i>ΔLog2FC qPCR</i> | <i>keyword</i>                                                                                                                                                               |
| <b><i>Genes associated with fetal or embryonic growth and development</i></b> |                |                     |                                                                                                                                                                              |
| <i>Rpl29</i>                                                                  | -5.3***        |                     | Embryonic growth (1)                                                                                                                                                         |
| <i>Procr</i>                                                                  | -1.1**         |                     | Embryonic growth retardation, embryo size (2)                                                                                                                                |
| <i>Morf4l1</i>                                                                | 1.3**          |                     | Embryonic development (3)                                                                                                                                                    |
| <i>Dusp23</i>                                                                 | 1.5***         |                     | Embryonic growth retardation (4)                                                                                                                                             |
| <i>Hsd17b2</i>                                                                | 1.5**          |                     | Placental morphology and size, embryonic and fetal growth, birth weight (5)                                                                                                  |
| <i>Zfp949</i>                                                                 | 1.6**          |                     | Embryonic development (6)                                                                                                                                                    |
| <i>Spint1</i>                                                                 | 1.7*           |                     | Abnormal placenta morphology and development (7); embryonic growth retardation (8)                                                                                           |
| <b><i>Genes associated with the reproductive lifespan</i></b>                 |                |                     |                                                                                                                                                                              |
| <i>Per2</i>                                                                   | -1.5*          | -1.4*               | Absent estrous cycle, decreased litter size, Reproductive lifespan (9)                                                                                                       |
| <i>Kl</i>                                                                     | 1.6*           | 1.6**               | Reproductive lifespan (10)                                                                                                                                                   |
| <i>Tex14</i>                                                                  | 2.1***         |                     | Reproductive lifespan (11)                                                                                                                                                   |
| <b><i>Genes associated with ovulation rate or folliculogenesis</i></b>        |                |                     |                                                                                                                                                                              |
| <i>Hpgd</i>                                                                   | -1.4***        |                     | P <sub>4</sub> level, morphology of corpus luteum (12)                                                                                                                       |
| <i>Agt</i>                                                                    | -1.2*          | -1.1**              | Ovulation rate (13)                                                                                                                                                          |
| <i>Peg3</i>                                                                   | -1.1***        |                     | Number of mature oocytes, litter size (14)                                                                                                                                   |
| <i>Igfbp2</i>                                                                 | -0.9**         | -0.8**              | Follicular development (15)                                                                                                                                                  |
| <i>Esr1</i>                                                                   | -0.7*          | -0.7**              | Granulosa cell proliferation (16); folliculogenesis (17); alteration of LH-and FSH levels (18-20); estrous cycle (21); number of corpora lutea (19, 20); ovulation rate (22) |
| <b><i>Genes associated with other traits of fertility</i></b>                 |                |                     |                                                                                                                                                                              |
| <i>Lepr</i>                                                                   | -1.1*          |                     | Fertility, estrous cycle (23); number of ovarian follicles (24)                                                                                                              |
| <i>Efemp1</i>                                                                 | -1.0**         |                     | Litter size (25)                                                                                                                                                             |
| <i>Pcna</i>                                                                   | -0.7**         |                     | Absent germ cells (26)                                                                                                                                                       |
| <i>Asb4</i>                                                                   | 1.1*           |                     | Vascularisation of placenta (27)                                                                                                                                             |
| <i>Setd3</i>                                                                  | 0.8*           |                     | Litter size (28)                                                                                                                                                             |

|              |       |       |                           |
|--------------|-------|-------|---------------------------|
| <b>Trf</b>   | 0.8** |       | <i>Estrous cycle (29)</i> |
| <b>Fetub</b> | 1.7*  | 1.6** | <i>Fertilization (30)</i> |

The  $\Delta\text{Log2FC}$  is calculated based on the result of the transcriptome analysis (\*  $q < 0.05$ , \*\*  $q < 0.01$ , \*\*\*  $q < 0.001$ ,  $n = 5$ ). 

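In this table, log2FC is the base 2 logarithm of expression in FL1 over ctrl in estrus, from the sequenced libraries and, where given, from qPCR. *Agt*, which has a qPCR value here, lies on chromosome 8 of GRCm38 from 124556534 to 124569706. By the deposited counts it had 55.2 ± 1.77 CPM (mean ± SD, n = 5) in FL1 and 123 ± 55.2 in ctrl, a log2FC of -1.16 (SE 0.25, edgeR's adjusted p = 0.0291). *Agt* passed the threshold in 2 of the 10 fits that left out 1 library. *Fetub* (chromosome 16, 22918334 to 22939778) had 7.48 ± 2.82 CPM in FL1 and 2.32 ± 0.850 in ctrl, a log2FC of 1.65 (SE 0.35, edgeR's adjusted p = 0.0234). It passed in 6 of those 10 fits and had an adjusted p of 0.0643 with limma-voom.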

Additionally the  $\Delta\text{Log2FC}$  based on the results of the qPCR validation experiment is shown ( $n = 10$ )

| Diestrus                                                               |                                         |                                              |                                                                                                                                                        |
|------------------------------------------------------------------------|-----------------------------------------|----------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>Gene</b>                                                            | <b><math>\Delta\text{Log2FC}</math></b> | <b><math>\Delta\text{Log2FC}</math> qPCR</b> | <b>keyword</b>                                                                                                                                         |
| <i>Genes associated with fetal or embryonic growth and development</i> |                                         |                                              |                                                                                                                                                        |
| <b>F2r</b>                                                             | -1.1**                                  | -0.9**                                       | <i>Placental and embryonic development (31, 32); fetal development (33)</i>                                                                            |
| <b>Hspg2</b>                                                           | -0.6*                                   |                                              | <i>Embryo size (34)</i>                                                                                                                                |
| <b>Nfe2l1</b>                                                          | -0.5***                                 |                                              | <i>Embryonic development (35, 36)</i>                                                                                                                  |
| <b>Klf2</b>                                                            | 0.6*                                    | -0.2                                         | <i>Embryonic growth (37)</i>                                                                                                                           |
| <b>Klf3</b>                                                            | 0.6***                                  |                                              | <i>Embryonic growth and survival (38)</i>                                                                                                              |
| <b>C2</b>                                                              | 0.7*                                    |                                              | <i>Embryonic development (39)</i>                                                                                                                      |
| <b>Ptges</b>                                                           | 0.7*                                    |                                              | <i>Embryonic growth (40)</i>                                                                                                                           |
| <b>Tgfb1</b>                                                           | 0.7**                                   |                                              | <i>Vascularisation of the placenta, embryo size (41-43)</i>                                                                                            |
| <b>Slc30a1</b>                                                         | 0.9***                                  |                                              | <i>Embryonic development and growth (44)</i>                                                                                                           |
| <b>Slc20a1</b>                                                         | 1.0**                                   |                                              | <i>Embryonic growth (45)</i>                                                                                                                           |
| <b>Folr1</b>                                                           | 1.1***                                  |                                              | <i>Embryonic development (46)</i>                                                                                                                      |
| <b>Hsd17b7</b>                                                         | 2.0*                                    |                                              | <i>Embryo size (47)</i>                                                                                                                                |
| <i>Genes associate with reproductive lifespan</i>                      |                                         |                                              |                                                                                                                                                        |
| <b>Rora</b>                                                            | 0.7*                                    | 0.4*                                         | <i>Estrous cycle, reproductive life span (48, 49); number of mature oocytes (50)</i>                                                                   |
| <i>Genes associated with ovulation rate or folliculogenesis</i>        |                                         |                                              |                                                                                                                                                        |
| <b>Gabrb1</b>                                                          | -1.7*                                   |                                              | <i>Morphology of corpus luteum, levels of FSH, LH and PRL (51)</i>                                                                                     |
| <b>Psmc3ip</b>                                                         | -1.4**                                  |                                              | <i>Ovarian development, ovarian follicles (52)</i>                                                                                                     |
| <b>Kit</b>                                                             | -1.4*                                   | -1.5**                                       | <i>Folliculogenesis (53); oocyte morphology (54); LH level (53); litter size (55); primordial cell migration (56-58); ovarian follicle number (55)</i> |
| <b>Nos2</b>                                                            | -0.9**                                  |                                              | <i>Germ cell morphology (59); litter size (60); morphology of the placenta (60); PRL level (61); estrous cycle, ovulation rate,</i>                    |

|                                                        |         |       |                                                                                                                        |
|--------------------------------------------------------|---------|-------|------------------------------------------------------------------------------------------------------------------------|
|                                                        |         |       | <i>ovarian morphology, steroidogenesis (62), marker of follicular atresia (63)</i>                                     |
| <b>Npc1</b>                                            | -0.6*** |       | <i>Morphology of granulosa cells, ovarian follicles and corpus luteum (64)</i>                                         |
| <b>Foxl2</b>                                           | 0.5**   | -0.2  | <i>Folliculogenesis (65); granulosa cell differentiation (66);</i>                                                     |
| <b>Smad1</b>                                           | 0.8**   | 1.4*  | <i>Embryonic development (67); primordial germ cells (68-70); folliculogenesis (71)</i>                                |
| <b>Fzd4</b>                                            | 0.9***  |       | <i>Formation of corpus luteum (72)</i>                                                                                 |
| <b>Lhcgr</b>                                           | 1.4*    | 1.2** | <i>Folliculogenesis, formation of corpus luteum (73, 74); levels of FSH, LH, P<sub>4</sub> and E<sub>2</sub> (74);</i> |
| <b>Cxcr4</b>                                           | 1.5***  | 1.5*  | <i>Primordial germ cell migration (75, 76)</i>                                                                         |
| <b>Genes associated with other traits of fertility</b> |         |       |                                                                                                                        |
| <b>Cxcl14</b>                                          | -1.0*** |       | <i>Litter size (77)</i>                                                                                                |
| <b>Gsta4</b>                                           | -0.8*** |       | <i>Litter size (78)</i>                                                                                                |
| <b>Net1</b>                                            | -0.7*   |       | <i>Mammary gland development (79)</i>                                                                                  |
| <b>Ptprs</b>                                           | 0.5*    |       | <i>Estrous cycle, alteration of LHRH expression (80)</i>                                                               |
| <b>Kalrn</b>                                           | 1.1**   |       | <i>PRL and GH secretion (81)</i>                                                                                       |
| <b>Fetub</b>                                           | 1.3**   | 1.6** | <i>Fertilization (30)</i>                                                                                              |
| <b>Mmp12</b>                                           | 2.2***  |       | <i>Litter size (82)</i>                                                                                                |

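For the diestrus genes of Supplementary file 3, the counts gave *F2r* (chromosome 13, 95601803 to 95618487, GRCm38) 55.9 ± 13.2 CPM (mean ± SD, n = 5) in FL1 and 116 ± 41.5 in ctrl, a log2FC of -1.05 (SE 0.22, edgeR's adjusted p = 0.0140). *Klf2* (chromosome 8, 72319033 to 72321656) had 89.2 ± 9.42 CPM in FL1 and 59.5 ± 8.56 in ctrl, a log2FC of 0.58 (SE 0.11, edgeR's adjusted p = 0.00862). *Fetub*, listed for estrus too, had 12.0 ± 1.65 CPM in FL1 and 4.74 ± 0.572 in ctrl, a log2FC of 1.33 (SE 0.19, edgeR's adjusted p = 0.00112), and its interaction with stage had an adjusted p of 0.795. These 3 genes passed the threshold in all 10 fits with 1 library left out. *Tgfb1* had a log2FC of -0.50 (SE 0.25, edgeR's adjusted p = 0.327). The works cited for its entry concern receptors of TGF-beta, so the printed symbol may stand for another gene.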

The  $\Delta\text{Log2FC}$  is calculated based on the result of the transcriptome analysis (\*  $q < 0.05$ , \*\*  $q < 0.01$ , \*\*\*  $q < 0.001$ ,  $n = 5$ ). Additionally the  $\Delta\text{Log2FC}$  based on the results of the qPCR validation experiment is shown ( $n = 10$ )

1. Kirn-Safran CB, Oristian DS, Focht RJ, Parker SG, Vivian JL, Carson DD. Global growth deficiencies in mice lacking the ribosomal protein HIP/RPL29. *Developmental Dynamics*. 2007;236(2):447-60.
2. Gu JM, Crawley JT, Ferrell G, Zhang F, Li W, Esmon NL, et al. Disruption of the endothelial cell protein C receptor gene in mice causes placental thrombosis and early embryonic lethality. *The Journal of biological chemistry*. 2002;277(45):43335-43.
3. Tominaga K, Kirtane B, Jackson JG, Ikeno Y, Ikeda T, Hawks C, et al. MRG15 regulates embryonic development and cell proliferation. *Mol Cell Biol*. 2005;25(8):2924-37.
4. Shen J, Liu X, Yu W-M, Liu J, Groot Nibbelink M, Guo C, et al. A Critical Role of Mitochondrial Phosphatase Ptpmt1 in Embryogenesis Reveals a Mitochondrial Metabolic Stress-Induced Differentiation Checkpoint in Embryonic Stem Cells. *Molecular and Cellular Biology*. 2011;31(24):4902-16.
5. Rantakari P, Strauss L, Kiviranta R, Lagerbohm H, Paviola J, Holopainen I, et al. Placenta Defects and Embryonic Lethality Resulting from Disruption of Mouse Hydroxysteroid (17- $\beta$ ) Dehydrogenase 2 Gene. *Molecular Endocrinology*. 2008;22(3):665-75.
6. Teratake Y, Kuga C, Hasegawa Y, Sato Y, Kitahashi M, Fujimura L, et al. Transcriptional repression of p27 is essential for murine embryonic development. *Scientific Reports*. 2016;6(1):26244.

7. Szabo R, Uzzun Sales K, Kosa P, Shylo NA, Godiksen S, Hansen KK, et al. Reduced Prostin (CAP1/PRSS8) Activity Eliminates HAI-1 and HAI-2 Deficiency–Associated Developmental Defects by Preventing Matriptase Activation. *PLOS Genetics*. 2012;8(8):e1002937.
8. Szabo R, Molinolo A, List K, Bugge TH. Matriptase inhibition by hepatocyte growth factor activator inhibitor-1 is essential for placental development. *Oncogene*. 2007;26(11):1546-56.
9. Pilorz V, Steinlechner S. Low reproductive success in Per1 and Per2 mutant mouse females due to accelerated ageing? 2008;135(4):559.
10. Kuro-o M, Matsumura Y, Aizawa H, Kawaguchi H, Suga T, Utsugi T, et al. Mutation of the mouse klotho gene leads to a syndrome resembling ageing. *Nature*. 1997;390(6655):45-51.
11. Greenbaum MP, Iwamori N, Agno JE, Matzuk MM. Mouse TEX14 is required for embryonic germ cell intercellular bridges but not female fertility. *Biol Reprod*. 2009;80(3):449-57.
12. Roizen JD, Asada M, Tong M, Tai H-H, Muglia LJ. Preterm Birth without Progesterone Withdrawal in 15-Hydroxyprostaglandin Dehydrogenase Hypomorphic Mice. *Molecular Endocrinology*. 2008;22(1):105-12.
13. Hefler LA, Gregg AR. Influence of the angiotensinogen gene on the ovulatory capacity of mice. *Fertility and sterility*. 2001;75(6):1206-11.
14. Kim J, Frey WD, He H, Kim H, Ekram MB, Bakshi A, et al. Peg3 Mutational Effects on Reproduction and Placenta-Specific Gene Families. *PLOS ONE*. 2014;8(12):e83359.
15. Spitschak M, Hoeflich A. Potential Functions of IGFBP-2 for Ovarian Folliculogenesis and Steroidogenesis. *Front Endocrinol (Lausanne)*. 2018;9:119-.
16. Dupont S, Krust A, Gansmuller A, Dierich A, Chambon P, Mark M. Effect of single and compound knockouts of estrogen receptors alpha (ERalpha) and beta (ERbeta) on mouse reproductive phenotypes. *Development (Cambridge, England)*. 2000;127(19):4277-91.
17. Schomberg DW, Couse JF, Mukherjee A, Lubahn DB, Sar M, Mayo KE, et al. Targeted disruption of the estrogen receptor-alpha gene in female mice: characterization of ovarian responses and phenotype in the adult. *Endocrinology*. 1999;140(6):2733-44.
18. Adlanmerini M, Solinhac R, Abot A, Fabre A, Raymond-Letron I, Guihot A-L, et al. Mutation of the palmitoylation site of estrogen receptor  $\alpha$  in vivo reveals tissue-specific roles for membrane versus nuclear actions. *Proceedings of the National Academy of Sciences*. 2014;111(2):E283-E90.
19. Lee S, Kang D-W, Hudgins-Spivey S, Krust A, Lee E-Y, Koo Y, et al. Theca-Specific Estrogen Receptor- $\alpha$  Knockout Mice Lose Fertility Prematurely. *Endocrinology*. 2009;150(8):3855-62.
20. Singh SP, Wolfe A, Ng Y, DiVall SA, Buggs C, Levine JE, et al. Impaired Estrogen Feedback and Infertility in Female Mice with Pituitary-Specific Deletion of Estrogen Receptor Alpha (ESR1). *Biology of Reproduction*. 2009;81(3):488-96.
21. Gieske MC, Kim HJ, Legan SJ, Koo Y, Krust A, Chambon P, et al. Pituitary Gonadotroph Estrogen Receptor- $\alpha$  Is Necessary for Fertility in Females. *Endocrinology*. 2008;149(1):20-7.
22. Jakacka M, Ito M, Martinson F, Ishikawa T, Lee EJ, Jameson JL. An estrogen receptor (ER)alpha deoxyribonucleic acid-binding domain knock-in mutation provides evidence for nonclassical ER pathway signaling in vivo. *Mol Endocrinol*. 2002;16(10):2188-201.
23. Johnson LM, Sidman RL. A Reproductive Endocrine Profile in the Diabetes (db) Mutant Mouse1. *Biology of Reproduction*. 1979;20(3):552-9.
24. Xia H, Zhang R, Guan H, Zhang W. Follicle loss and PTEN/PI3K/mTOR signaling pathway activated in LepR-mutated mice. *Gynecol Endocrinol*. 2019;35(1):44-8.
25. McLaughlin PJ, Bakall B, Choi J, Liu Z, Sasaki T, Davis EC, et al. Lack of fibulin-3 causes early aging and herniation, but not macular degeneration in mice. *Human Molecular Genetics*. 2007;16(24):3059-70.
26. Langerak P, Nygren AOH, Krijger PHL, van den Berk PCM, Jacobs H. A/T mutagenesis in hypermutated immunoglobulin genes strongly depends on PCNAK164 modification. *Journal of Experimental Medicine*. 2007;204(8):1989-98.
27. Townley-Tilson WHD, Wu Y, Ferguson JE, III, Patterson C. The Ubiquitin Ligase ASB4 Promotes Trophoblast Differentiation through the Degradation of ID2. *PLOS ONE*. 2014;9(2):e89451.
28. Wilkinson AW, Diep J, Dai S, Liu S, Ooi YS, Song D, et al. SETD3 is an actin histidine methyltransferase that prevents primary dystocia. *Nature*. 2019;565(7739):372-6.

29. Robertson SA, Mau VJ, Young IG, Matthaei KI. Uterine eosinophils and reproductive performance in interleukin 5-deficient mice. *Journal of reproduction and fertility*. 2000;120(2):423-32.
30. Dietzel E, Wessling J, Floehr J, Schäfer C, Ensslen S, Denecke B, et al. Fetuin-B, a Liver-Derived Plasma Protein Is Essential for Fertilization. *Developmental Cell*. 2013;25(1):106-12.
31. Connolly AJ, Ishihara H, Kahn ML, Farese RV, Coughlin SR. Role of the thrombin receptor in development and evidence for a second receptor. *Nature*. 1996;381(6582):516-9.
32. Griffin CT, Srinivasan Y, Zheng Y-W, Huang W, Coughlin SR. A Role for Thrombin Receptor Signaling in Endothelial Cells During Embryonic Development. *Science (New York, NY)*. 2001;293(5535):1666-70.
33. Darrow AL, Fung-Leung WP, Ye RD, Santulli RJ, Cheung WM, Derian CK, et al. Biological consequences of thrombin receptor deficiency in mice. *Thrombosis and haemostasis*. 1996;76(6):860-6.
34. Gustafsson E, Aszodi A, Ortega N, Hunziker EB, Denker HW, Werb Z, et al. Role of collagen type II and perlecan in skeletal development. *Annals of the New York Academy of Sciences*. 2003;995:140-50.
35. Chan JY, Kwong M, Lu R, Chang J, Wang B, Yen TSB, et al. Targeted disruption of the ubiquitous CNC-bZIP transcription factor, Nrf-1, results in anemia and embryonic lethality in mice. *The EMBO Journal*. 1998;17(6):1779-87.
36. Leung L, Kwong M, Hou S, Lee C, Chan JY. Deficiency of the Nrf1 and Nrf2 transcription factors results in early embryonic lethality and severe oxidative stress. *The Journal of biological chemistry*. 2003;278(48):48021-9.
37. Wani MA, Means RT, Jr., Lingrel JB. Loss of LKLF function results in embryonic lethality in mice. *Transgenic research*. 1998;7(4):229-38.
38. Funnell APW, Mak KS, Twine NA, Pelka GJ, Norton LJ, Radziewicz T, et al. Generation of Mice Deficient in both KLF3/BKLF and KLF8 Reveals a Genetic Interaction and a Role for These Factors in Embryonic Globin Gene Silencing. *Molecular and Cellular Biology*. 2013;33(15):2976-87.
39. Williamson DJ, Banik-Maiti S, DeGregori J, Ruley HE. hnRNP C is required for postimplantation mouse development but is dispensable for cell viability. *Mol Cell Biol*. 2000;20(11):4094-105.
40. Nakatani Y, Hokonohara Y, Kakuta S, Sudo K, Iwakura Y, Kudo I. Knockout mice lacking cPGES/p23, a constitutively expressed PGE2 synthetic enzyme, are peri-natally lethal. *Biochemical and Biophysical Research Communications*. 2007;362(2):387-92.
41. Seki T, Hong K-H, Oh SP. Nonoverlapping expression patterns of ALK1 and ALK5 reveal distinct roles of each receptor in vascular development. *Laboratory Investigation*. 2006;86(2):116-29.
42. Carvalho RLC, Itoh F, Goumans M-J, Lebrin F, Kato M, Takahashi S, et al. Compensatory signalling induced in the yolk sac vasculature by deletion of TGF $\beta$  receptors in mice. *Journal of Cell Science*. 2007;120(24):4269-77.
43. Larsson J, Goumans M-J, Sjöstrand LJ, van Rooijen MA, Ward D, Levéen P, et al. Abnormal angiogenesis but intact hematopoietic potential in TGF- $\beta$  type I receptor-deficient mice. *The EMBO Journal*. 2001;20(7):1663-73.
44. Andrews GK, Wang H, Dey SK, Palmiter RD. Mouse zinc transporter 1 gene provides an essential function during early embryonic development. *genesis*. 2004;40(2):74-81.
45. Festing MH, Speer MY, Yang H-Y, Giachelli CM. Generation of mouse conditional and null alleles of the type III sodium-dependent phosphate cotransporter PiT-1. *genesis*. 2009;47(12):858-63.
46. Piedrahita JA, Oetama B, Bennett GD, van Waes J, Kamen BA, Richardson J, et al. Mice lacking the folic acid-binding protein Folbp1 are defective in early embryonic development. *Nature genetics*. 1999;23(2):228-32.
47. Shehu A, Mao J, Gibori GB, Halperin J, Le J, Sangeeta Devi Y, et al. Prolactin Receptor-Associated Protein/17 $\beta$ -Hydroxysteroid Dehydrogenase Type 7 Gene (Hsd17b7) Plays a Crucial Role in Embryonic Development and Fetal Survival. *Molecular Endocrinology*. 2008;22(10):2268-77.
48. Guastavino JM, Larsson K. The staggerer gene curtails the reproductive life span of females. *Behavior genetics*. 1992;22(1):101-12.

49. Guastavino JM, Larsson K, Allain C, Jaisson P. Neonatal vestibular stimulation and mating in cerebellar mutants. *Behavior genetics*. 1993;23(3):265-9.
50. Guastavino JM, Boufares S, Crusio WE. Ovarian abnormalities in the staggerer mutant mouse. *ScientificWorldJournal*. 2005;5:661-4.
51. Anstee QM, Knapp S, Maguire EP, Hosie AM, Thomas P, Mortensen M, et al. Mutations in the *Gabrb1* gene promote alcohol consumption through increased tonic inhibition. *Nature Communications*. 2013;4(1):2816.
52. Petukhova GV, Romanienko PJ, Camerini-Otero RD. The Hop2 protein has a direct role in promoting interhomolog interactions during mouse meiosis. *Dev Cell*. 2003;5(6):927-36.
53. Kissel H, Timokhina I, Hardy MP, Rothschild G, Tajima Y, Soares V, et al. Point mutation in Kit receptor tyrosine kinase reveals essential roles for Kit signaling in spermatogenesis and oogenesis without affecting other Kit responses. *The EMBO Journal*. 2000;19(6):1312-26.
54. Reynaud K, Cortvrindt R, Smitz J, Bernex F, Panthier JJ, Driancourt MA. Alterations in ovarian function of mice with reduced amounts of KIT receptor. *Reproduction (Cambridge, England)*. 2001;121(2):229-37.
55. Geissler EN, McFarland EC, Russell ES. Analysis of pleiotropism at the dominant white-spotting (W) locus of the house mouse: a description of ten new W alleles. *Genetics*. 1981;97(2):337-61.
56. Bernex F, De Sepulveda P, Kress C, Elbaz C, Delouis C, Panthier JJ. Spatial and temporal patterns of c-kit-expressing cells in *WlacZ/+* and *WlacZ/WlacZ* mouse embryos. *Development (Cambridge, England)*. 1996;122(10):3023-33.
57. Buehr M, McLaren A, Bartley A, Darling S. Proliferation and migration of primordial germ cells in *We/We* mouse embryos. *Developmental Dynamics*. 1993;198(3):182-9.
58. Wu BJ, Yin LJ, Yin HP, Ying XS, Yang WW, Zeng YM, et al. A mutation in the Kit gene leads to novel gonadal phenotypes in both heterozygous and homozygous mice. *Hereditas*. 2010;147(2):62-9.
59. Suzuki A, Saga Y. Nanos2 suppresses meiosis and promotes male germ cell differentiation. *Genes & development*. 2008;22(4):430-5.
60. Burnett TG, Tash JS, Hunt JS. Investigation of the role of nitric oxide synthase 2 in pregnancy using mutant mice. *Reproduction (Cambridge, England)*. 2002;124(1):49-57.
61. Zaragozá R, Bosch A, García C, Sandoval J, Serna E, Torres L, et al. Nitric oxide triggers mammary gland involution after weaning: remodelling is delayed but not impaired in mice lacking inducible nitric oxide synthase. *Biochemical Journal*. 2010;428(3):451-62.
62. Jablonka-Shariff A, Ravi S, Beltsos AN, Murphy LL, Olson LM. Abnormal estrous cyclicity after disruption of endothelial and inducible nitric oxide synthase in mice. *Biology of reproduction*. 1999;61(1):171-7.
63. Nath P, Maitra S. Physiological relevance of nitric oxide in ovarian functions: An overview. *Gen Comp Endocrinol*. 2019;279:35-44.
64. Gévry NY, Lopes FL, Ledoux S, Murphy BD. Aberrant Intracellular Cholesterol Transport Disrupts Pituitary and Ovarian Function. *Molecular Endocrinology*. 2004;18(7):1778-86.
65. Uda M, Ottolenghi C, Crisponi L, Garcia JE, Deiana M, Kimber W, et al. *Foxl2* disruption causes mouse ovarian failure by pervasive blockage of follicle development. *Human Molecular Genetics*. 2004;13(11):1171-81.
66. Schmidt D, Ovitt CE, Anlag K, Fehsenfeld S, Gredsted L, Treier A-C, et al. The murine winged-helix transcription factor *Foxl2* is required for granulosa cell differentiation and ovary maintenance. *Development (Cambridge, England)*. 2004;131(4):933-42.
67. Arnold SJ, Maretto S, Islam A, Bikoff EK, Robertson EJ. Dose-dependent *Smad1*, *Smad5* and *Smad8* signaling in the early mouse embryo. *Developmental Biology*. 2006;296(1):104-18.
68. Aubin J, Davy A, Soriano P. In vivo convergence of BMP and MAPK signaling pathways: impact of differential *Smad1* phosphorylation on development and homeostasis. *Genes & development*. 2004;18(12):1482-94.
69. Tremblay KD, Dunn NR, Robertson EJ. Mouse embryos lacking *Smad1* signals display defects in extra-embryonic tissues and germ cell formation. *Development (Cambridge, England)*. 2001;128(18):3609-21.

70. Hayashi K, Kobayashi T, Umino T, Goitsuka R, Matsui Y, Kitamura D. SMAD1 signaling is critical for initial commitment of germ cell lineage from mouse epiblast. *Mechanisms of development*. 2002;118(1-2):99-109.
71. Pangas SA. Bone morphogenetic protein signaling transcription factor (SMAD) function in granulosa cells. *Mol Cell Endocrinol*. 2012;356(1-2):40-7.
72. Hsieh M, Boerboom D, Shimada M, Lo Y, Parlow AF, Luhmann UFO, et al. Mice Null for Frizzled4 (Fzd4<sup>-/-</sup>) Are Infertile and Exhibit Impaired Corpora Lutea Formation and Function1. *Biology of Reproduction*. 2005;73(6):1135-46.
73. Zhang FP, Poutanen M, Wilbertz J, Huhtaniemi I. Normal prenatal but arrested postnatal sexual development of luteinizing hormone receptor knockout (LuRKO) mice. *Mol Endocrinol*. 2001;15(1):172-83.
74. Lei ZM, Mishra S, Zou W, Xu B, Foltz M, Li X, et al. Targeted disruption of luteinizing hormone/human chorionic gonadotropin receptor gene. *Mol Endocrinol*. 2001;15(1):184-200.
75. Ara T, Nakamura Y, Egawa T, Sugiyama T, Abe K, Kishimoto T, et al. Impaired colonization of the gonads by primordial germ cells in mice lacking a chemokine, stromal cell-derived factor-1 (SDF-1). *Proceedings of the National Academy of Sciences*. 2003;100(9):5319-23.
76. Molyneaux KA, Zinszner H, Kunwar PS, Schaible K, Stebler J, Sunshine MJ, et al. The chemokine SDF1/CXCL12 and its receptor CXCR4 regulate mouse germ cell migration and survival. *Development (Cambridge, England)*. 2003;130(18):4279-86.
77. Meuter S, Schaerli P, Roos RS, Brandau O, Bösl MR, von Andrian UH, et al. Murine CXCL14 Is Dispensable for Dendritic Cell Function and Localization within Peripheral Tissues. *Molecular and Cellular Biology*. 2007;27(3):983-92.
78. Engle MR, Singh SP, Czernik PJ, Gaddy D, Montague DC, Ceci JD, et al. Physiological role of mGSTA4-4, a glutathione S-transferase metabolizing 4-hydroxynonenal: generation and analysis of mGsta4 null mouse. *Toxicology and Applied Pharmacology*. 2004;194(3):296-308.
79. Zuo Y, Berdeaux R, Frost JA. The RhoGEF Net1 Is Required for Normal Mammary Gland Development. *Molecular Endocrinology*. 2014;28(12):1948-60.
80. Elchebly M, Wagner J, Kennedy TE, Lanctôt C, Michaliszyn E, Itié A, et al. Neuroendocrine dysplasia in mice lacking protein tyrosine phosphatase  $\sigma$ . *Nature genetics*. 1999;21(3):330-3.
81. Mandela P, Yankova M, Conti LH, Ma X-M, Grady J, Eipper BA, et al. Kalrn plays key roles within and outside of the nervous system. *BMC Neuroscience*. 2012;13(1):136.
82. Shipley JM, Wesselschmidt RL, Kobayashi DK, Ley TJ, Shapiro SD. Metalloelastase is required for macrophage-mediated proteolysis and matrix invasion in mice. *Proc Natl Acad Sci U S A*. 1996;93(9):3942-6.

How the deposited data were processed for this re-analysis (not part of the article)

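The data are counts of 3' mRNA-Seq reads per gene from ovaries of 20 female mice aged about 77 days, 5 each of ctrl in estrus, FL1 in estrus, ctrl in diestrus and FL1 in diestrus. Line, stage and replicate of each library were taken from the titles and characteristics in the sample labels and from the paper's methods, which give the same groups and numbers. The source name in the labels reads FL1 for all libraries, ctrl included, and was not used. The replicate numbers are the order within the labels of each group, and same-numbered libraries are different animals.

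The authors prepared libraries with the QuantSeq 3' mRNA-Seq forward kit, sequenced them on an Illumina HiSeq, trimmed the reads, aligned them with STAR to GRCm38 with the Ensembl annotation and counted the uniquely assigned reads per gene. The values the authors deposited are raw counts, 1 table per library with the same Ensembl genes, without normalization, filtering or pooling. The paper's text names neither the counting tool nor its strand setting, and names no molecular identifiers. A read from a sequence that 2 genes share is not uniquely placed, so genes with near-identical copies are undercounted or unevenly counted, and a variant between a mouse line and the reference genome can move such reads from 1 copy to another. The paper tested these counts with DESeq2.

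Everything else was computed from the deposited counts. Gene symbols, positions and biotypes came from GENCODE M21 (GRCm38, Ensembl release 96), which has 54809 of the genes, and the other 29 were kept under their identifiers. The main test was edgeR 4.0.16's quasi-likelihood test (glmQLFit, glmQLFTest) in R 4.3.3, with TMM normalization and genes kept by filterByExpr with a minimum count of 10. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p of at most 0.05 count as differentially expressed. Standard errors of log2FC are the absolute log2FC divided by the square root of the F statistic. FL1 was compared with ctrl in the 10 libraries of each stage, the stages were compared in the 10 libraries of each line, and the line-by-stage interaction was tested over all 20 libraries. CPM are normalized counts scaled to a common library size, with TMM factors over all 20 libraries. Log2 CPM with a prior count of 2 served for distances and marker sets (normalized within each stage) and for principal components (all libraries). Groups of 5 libraries were compared on single values by exact permutation over all 252 splits, two-sided, and distances over the splits into 2 unordered groups, one-sided. With 5 against 5, the smallest two-sided p is 0.00794. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

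A copy of a gene is another gene that does not overlap it and whose transcripts hold at least 50 of the 31-nt words of the last 300 nt of the gene's transcripts, and the search covered genes with at least 100 counts in total over the libraries. Calls were compared with 10000 random sets of the same size matched on expression in 20 bins, both for copies and for neighbouring calls, which are calls among the 10 tested genes on either side along the chromosome. A jump within a group is an at least 8-fold gap between neighbouring libraries in the order of CPM, with 0.5 added, in genes with at least 50 counts in a library. Of 8 marker sets written before the data were examined (oocyte, granulosa, luteal, oviduct, fat, blood and 2 phases of the clock), the mean log2 CPM of the tested members was compared between the lines in each stage. The paper states that fat and oviduct were removed from the ovaries.

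Genes named in the text were fixed before the data were examined as the genes of Tables 2 and 3 and those with a qPCR value, in each stage the 5 largest positive and the 5 largest negative log2FC among differentially expressed genes without overlap between the lines, members of the marker sets, the largest runs of neighbouring calls, and listed genes whose direction or call differs from the paper. Genes named beyond this rule are marked as such.

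Depth was 5991223 to 10352718 counts per library, with a median of 6957533. At this depth 3 counts were taken as the fewest that can be told from 0. The edgeR test was tried on simulated counts for 13374 genes with the means and totals of the estrus libraries, 200 of them changed by 1.5 on the log2 scale. It tested 13191 genes, called 169 and recovered 164, which is 82% of the changed genes, with 5 other calls. DESeq2 recovered 178 of the 200 with 29 other calls, and limma-voom recovered 165 with 7 other calls.

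The alternatives were DESeq2's size factors (RLE) in edgeR, DESeq2 1.42.0 without and with its fold change prior, limma-voom (limma 3.58.1) with sample weights, other filters on low counts (at least 1 count in total, or at least 10 counts in every library), 1 fit of all 20 libraries, the replicate number as a block, and each library left out in turn. Distances and marker sets were also computed with a prior count of 0.5 and from other gene sets. The paper's hormone, oocyte and qPCR experiments were not analysed here, apart from the qPCR values it prints.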

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

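Of the tests in this part, those on *Lhcgr*, on *Hba-a2*, on single ctrl libraries and on swaps with equal numbers of pairs were chosen after the result had been seen, and the others before it.

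In 116 groups of 5 libraries, the gap between the outermost library and the next was compared with the range of the group. It was above 0.71 of the range in 13 groups, where 5.8 are expected by chance. In ctrl estrus, 1 library had 10187715 counts and the others 6087813 to 7248940, and in ctrl diestrus 1 had 10352718 and the others 6276514 to 7373867. A single count lay behind the ctrl estrus library that stood apart with 0.0941 CPM of *Tubb4b-ps1* and the one with 0.176 CPM of *Il20ra*, and 3 counts behind the FL1 estrus library with 0.314 CPM of *Gabrg3*, while the other libraries of these groups had none. These are at or under the fewest counts told from 0. For *Tubb4b-ps1* in FL1 estrus, 1 library had 2.66 CPM and the others 3.08 to 3.25. *H2-Q10* stood apart in both ctrl groups, with 47.3 CPM against 7.77 to 14.3 in estrus and 13.2 against 4.28 to 6.61 in diestrus. *D7Ertd128e* in ctrl diestrus had 1.64 CPM in 1 library and 0 to 0.450 in the others. *Kit* in ctrl diestrus had 38.1 CPM in 1 library and 16.4 to 20.2 in the others. The score of the clock genes in phase with *Arntl* was 3.82 in 1 FL1 diestrus library and 3.40 to 3.49 in the others. No explanation of these single libraries was tested, and the labels name no difference between them and the others.

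In FL1 diestrus, *Lhcgr* had 341 CPM in 1 library and 593 to 696 in the others. Luteal cells carry this receptor, so the amount of luteal tissue in the dissected ovary was weighed as an explanation for the difference between the lines. The mean of 10 luteal genes was 0.31 higher in FL1 on the log2 scale, with 1 of 5 FL1 libraries above every ctrl library (exact permutation p = 0.143, adjusted over the 16 tests of marker sets 0.2857). A single set among 16 cannot reach an adjusted p below 0.127 with 5 libraries against 5, so this test cannot settle it. More luteal tissue would raise the genes of the set together. The median over the 10 genes differed by -0.0040, and the log2FC of 8 of them lay between -0.46 and 0.28, so the higher mean came from *Hsd17b7* (log2FC 2.05) and *Fzd4* (0.90), which were differentially expressed. By the median, the luteal genes as a set did not differ between the lines as *Lhcgr* did. This does not tell whether *Lhcgr* went with luteal content among the ctrl libraries. By the mean score, ctrl diestrus replicates 1 and 5 lay at 10.6 and 10.9, below every FL1 library. On a score of stage genes, the same libraries, at -0.48 and -0.63, lay nearest to estrus among the ctrl diestrus libraries. Their place in the cycle was not separated from luteal content. The difference of the mean luteal scores was 0.40 without ctrl replicate 3 (exact permutation p = 0.0397, adjusted 0.145). The luteal scores of the FL1 diestrus libraries lay between 11.3 and 11.6, without a low one that would go with the low library of *Lhcgr*. No other explanation was tested for *Lhcgr*.

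*Hba-a2* in ctrl diestrus had 8.45 CPM in 1 library and 1.80 to 3.69 in the others, and was higher in all FL1 libraries. Reads shared between near-identical copies are a candidate explanation for the line difference. The 3' end of *Hba-a2* is shared with *Hba-a1*, and the counts of both added up did not differ between the lines (log2FC 0.33, edgeR's adjusted p = 0.7328). This sum cannot settle it, because *Hba-a1* had 664 to 6658 counts per library in diestrus and can hide a change in *Hba-a2* of any origin. More blood in the FL1 ovaries was tested with a set of 5 blood genes, *Hba-a2* among them. It was 1.27 higher in FL1 in diestrus, with 4 of 5 FL1 libraries above every ctrl library (exact permutation p = 0.0159, adjusted 0.127, the lowest that 1 set alone can reach). The set test cannot settle this, but the log2FC of the other 4 genes (*Hba-a1*, *Hbb-bs*, *Hbb-bt* and *Alas2*) lay between 0.13 and 0.44, and more blood would raise them as far as *Hba-a2*. A log2FC of 4.77 in *Hba-a2* alone is therefore not explained by blood, and it cannot be told apart from an effect of shared reads.

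For 8 genes, the line difference depended on the stage by edgeR's interaction test, at adjusted p between 0.0328 and 0.0431. These 8 genes were named after their values were seen. *Gm15866* is annotated as antisense, and overlaps with other genes are not given for these 8. The log2FC in estrus minus that in diestrus was 2.98 for *Gm15866*, 1.33 for *Olfml2b* and 1.15 for *Echdc2*, and it was -2.68 for *Tns4*, -1.14 for *Slc30a1*, -0.97 for *Plcb4*, -0.94 for *Klf3* and -0.67 for *Taok1*. The log2FC of *Tns4* was -1.39 in estrus and 1.29 in diestrus. Each of the 8 passed in 6 to 14 of the 20 fits that left out 1 library. The line was swapped between same-numbered animals in 100 drawn ways, and in 5 of them, the real one included, at least 8 genes passed. The other 4 gave 10, 25, 67 and 224 genes, and in these the line was swapped in 3 to 5 pairs in diestrus and 0 to 2 in estrus. Such swaps turn the line difference that both stages share into a difference between stages, so they may overstate what an arbitrary assignment gives. In the 28 swaps with as many pairs swapped in estrus as in diestrus, a group looked at after the count was known, at most 1 gene passed. These mix the lines within each group, which widens the spread. The swaps therefore do not settle whether an arbitrary assignment gives 8 genes. In 6 of the 20 fits that left out 1 library no gene passed, with 1452 to 1689 genes at an unadjusted p under 0.05. A biological explanation was not tested.

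The paper did not compare the stages within a line. By edgeR's test, 380 genes differed between estrus and diestrus in ctrl (238 stronger expressed in estrus, 142 weaker) and 2123 in FL1 (990 stronger, 1133 weaker). Among 100 drawn splits of the 10 libraries of each line, the real split gave the most genes, so 1 of 100 splits gave as many, and the next gave 49 genes in ctrl and 3 in FL1. Among the 16 splits that part all same-numbered pairs, which cannot give a share under 0.05, the real split gave the most again (1 of 16 in each line). Of 12994 genes tested in both lines, 238 passed in both, 237 in the same direction, and 1712 of the 2073 genes found in FL1 changed in the same direction in ctrl. A candidate explanation for the larger number in FL1 is a larger spread between ctrl animals. The common biological coefficient of variation was 0.251 in ctrl and 0.177 in FL1, a ratio of 1.424. The stage difference itself was also larger in FL1, by the SD of log2FC across genes after removal of the error variance (0.438 against 0.358, a ratio of 1.223). Both remain. On a score of stage genes, 0 ctrl diestrus libraries lay within the range of the ctrl estrus libraries, from -0.052 to 0.28. This does not exclude a smaller shift, because 2 ctrl diestrus libraries, at -0.48 and -0.63, lay nearer to estrus than the other 3, at -0.95 to -0.84. A single ctrl library does not account for the lower number, because leaving 1 out gave at most 516 genes. A lower genetic diversity of the selected line, which may lie behind the smaller spread in FL1, was not tested here.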

How the results depend on the processing

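The alternatives were all set before the data were examined, and none was added afterwards. All were run, but not each gave a value. Genes with under 10 counts in a library, such as *Fetub* in estrus and *Rpsa-ps10*, have none under the filter of at least 10 counts in every library, and the qPCR values of Table 2 do not differ from those of Supplementary file 3.

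DESeq2's size factors in edgeR left the numbers of differentially expressed genes within 1.5 times the main ones, as did genes with at least 10 counts in every library, which gave 230 genes in estrus and 488 in diestrus. Genes whose change was more than 2-fold depended more on the filter. There were 84 stronger and 83 weaker expressed in estrus and 110 and 95 in diestrus. With at least 10 counts in every library there were 47 and 53 in estrus and 72 and 74 in diestrus. DESeq2 gave 169 and 159 in estrus and 181 and 179 in diestrus, and with its fold change prior 62 and 54 in estrus and 57 and 70 in diestrus. With at least 1 count in total there were 138 and 135 in estrus and 189 and 183 in diestrus. With 1 library left out these numbers ranged from 55 to 113 and from 61 to 95 in estrus, and from 78 to 127 and from 89 to 123 in diestrus. The test and the treatment of rare genes moved the counts. DESeq2 gave 671 genes in estrus, 894 in diestrus, 208 in both, 771 between the stages in ctrl and 148 for the interaction, against 311, 545, 93, 380 and 8. With its fold change prior it gave 645, 858, 195, 756 and 150. Genes with at least 1 count in total gave 477 in estrus, 846 in diestrus, 205 in both and 17 for the interaction. A fit of all 20 libraries gave 531 in estrus, 161 in both and 909 between the stages in ctrl, and limma-voom gave 655 between the stages in ctrl and 31 for the interaction. On simulated counts DESeq2 made 29 false calls of 207 and edgeR 5 of 169, and without changed genes they made 4 and 0 calls. Only genes passing edgeR's filter were simulated, with edgeR's dispersions. The simulation therefore cannot tell how many of the further calls of DESeq2 on the real counts are false. The causes of the gap were not tested. The share of genes stronger expressed in FL1 moved by less than 10 percentage points under either scaling.

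With 1 library left out at a time, the number of genes ranged from 175 to 418 in estrus, from 349 to 594 in diestrus, from 176 to 516 between the stages in ctrl and from 0 to 15 for the interaction. The 418 and the 516 genes were found without ctrl estrus replicate 5, the library farthest from its group by chi-square per gene. For the interaction, 6 of the 20 fits had 0 genes, with 1452 to 1689 genes at an unadjusted p under 0.05.

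Same-numbered libraries are different animals, and their deviations from the group means were uncorrelated (mean correlation 0.0143 between the lines in estrus, 0.00708 in diestrus, 0.0157 between the stages in ctrl and 0.0182 in FL1). With the replicate number as a block, 230 genes differed in estrus, 498 in diestrus and 85 in both, 259 between the stages in ctrl, 2020 in FL1 and 12 for the interaction. With the block, 4 named genes were not called by edgeR. In estrus the adjusted p was 0.0599 for *Per2* (0.000512 to 0.0756 over its alternatives), 0.0693 for *Agt* (0.000343 to 0.0777) and 0.0920 for *Fetub* (0.000486 to 0.0920), and in diestrus 0.0631 for *Kit* (0.000256 to 0.0631).

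The separation of the lines kept p = 0.00794 (exact permutation test), the lowest possible, under every alternative, which the separation of 5 against 5 libraries reaches in full, so a larger difference would not show in it. The correlation with qPCR kept its side of the threshold throughout. Of the named genes, 11 of 17 in estrus and 14 of 20 in diestrus kept their direction and their call under all alternatives. In the others no direction changed, and 26 single calls were lost in estrus and 4 in diestrus with a library left out. Under the other alternatives, 5 calls were lost in each stage.

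The share of calls with a neighbouring call in diestrus was 67.7% with DESeq2 (one-sided permutation p = 0.2258 against random sets) and 54.1% with all 20 libraries in 1 fit (permutation p = 0.0720), so the excess over random sets no longer passed 0.05. Pseudogenes made up 4.82% of the calls in estrus, more than of the other genes (Fisher's exact test, p = 0.000367). This no longer held with DESeq2 (5.51%) or for genes with at least 10 counts in every library (1.30%). In diestrus, at 2.02%, they were no more frequent (Fisher's exact test, p = 0.504). There the share was 4.08% and above that of the other genes with all 20 libraries in 1 fit, and it fell below that of the other genes with DESeq2 (3.36%) and for processed pseudogenes only (1.47%).

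The small differences in marker sets changed sign with the choice of libraries. With 1 library left out, the difference between FL1 and ctrl ranged from -0.027 to 0.31 for oocyte genes and from -0.24 to 0.10 for luteal genes in estrus, and from -0.10 to 0.13 for granulosa genes, from -0.11 to 0.064 for oviduct genes and from -0.27 to 0.16 for the clock gene score in diestrus. With the median over the genes of a set, it was 0.14 for granulosa genes and -0.0040 for luteal genes in diestrus, both with the other sign. In estrus, granulosa genes were 1.49 higher in FL1 with the median, against 0.65 with the mean. All 5 FL1 libraries then lay above every ctrl library (exact permutation p = 0.00794, adjusted 0.0635). Fat genes in estrus went from 1.02 with the mean to 1.42 with the median (exact permutation p = 0.0317, adjusted 0.127). Without ctrl replicate 5, the adjusted exact permutation p was 0.0423 in 3 sets, namely fat genes in estrus (difference 1.45, from 0.52 over all such fits), oviduct genes in estrus (0.84, from 0.71 to 0.87) and clock genes in phase with *Per2* in diestrus (0.32, from 0.071). The causes were not tested.

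Of the genes listed in Fig. 7, 19 in estrus and 18 in diestrus did not pass the filter on low counts of the main test, and edgeR over genes with at least 1 count in total called all of them. Depth limits what can be said of genes with 3 or fewer counts in each library of a line, whose fold changes are given as lower bounds where these genes are named.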

Differences from the paper's values

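Alternatives here are those set before the data were examined. A gap in a number of genes counts as closed where one number is at most 1.5 times the other.

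In estrus, 143 genes were stronger expressed in FL1 against the paper's 84. The gap closed for genes with at least 10 counts in every library (108), with the replicate number as a block (114) and in all but 1 of the fits with 1 library left out (81 to 123), and it did not close with DESeq2, its fold change prior, its size factors in edgeR, all 20 libraries in 1 fit, genes with at least 1 count in total, limma-voom, or without ctrl replicate 5 (210). In diestrus, 304 genes were stronger expressed against the paper's 174. The gap closed in 6 of the 10 fits with 1 library left out (from 180) and under no other alternative. The numbers of weaker expressed genes, of all genes and of shared genes differed less from the paper's. In estrus, the settings that closed the gap for stronger expressed genes took the weaker expressed genes further from the paper's 174, from 168 to 122 for genes with at least 10 counts in every library, to 116 with the block, and to between 93 and 140 in those fits with 1 library left out.

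At least 1 read was counted on 28051 genes in any library, and the paper gives 18500 transcripts with at least 1 read. No alternative applies to this number. The mean over libraries of genes with at least 1 count was 18779.

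The correlation with the paper's qPCR values in estrus was 0.9998, and the paper gives a range over both stages that ends at 0.98. None of the alternatives closed the gap, and the lowest, without FL1 replicate 3, gave 0.992. In the paper's plot for estrus, *Per2* appears to be missing and the diestrus pair of *Smad1* to be shown. The paper's value may thus rest on a different gene set. In diestrus the correlation was 0.919, under the paper's range. Leaving out ctrl replicate 5 gave the highest value, 0.928, which rounds to the lower end of that range.

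For *Tgfb1* in diestrus, Supplementary file 3 gives a log2FC of 0.7 as a significant change, and the counts gave -0.50 (edgeR's adjusted p = 0.327). Under the alternatives the log2FC of *Tgfb1* stayed negative, from -0.52 to -0.38 in those that keep all libraries, and none of these called it.

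In estrus 19 and in diestrus 18 genes listed in Fig. 7 were not tested in the main analysis. DESeq2 called all of them, as the paper does, and so did edgeR over genes with at least 1 count in total. DESeq2 with its fold change prior called 18 of the 19 and 12 of the 18, and all 20 libraries in 1 fit 16 and 15.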

Other observations

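Of the tests in this part, those on library size, on the clock genes, on calls of at least 8-fold and on the direction after adding up copies were chosen after the result had been seen, and the others before it.

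The differences between the lines were weighed against accidents of grouping and against depth. Of 100 drawn splits of the 10 libraries of a stage, 1 gave as many genes as the real one, the real one itself, in estrus and in diestrus. No other split gave more than 2 genes. For genes found in both stages it was 1 of 100 again. Among the 16 splits that part all same-numbered pairs it was 1 of 16 each time, though 16 splits cannot give a share under 0.05. The total counts of the lines did not differ (exact permutation test, p = 0.9365 in estrus and 0.5476 in diestrus), and the log2FC did not follow the GC content of the 3' end across genes (Spearman's rho 0.01635 in estrus and 0.01299 in diestrus). Neither depth nor GC content was therefore found to bear on these differences. Line and any batch of library preparation that followed it could not be told apart.

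Many of the largest changes lay in pseudogenes and ribosomal protein genes, and reads shared between near-identical copies are a candidate explanation. Of the calls in estrus, 46 of 311 (14.8%) had a copy, and random sets matched on expression had 12.4% (one-sided permutation p = 0.1149 over 10000 sets, adjusted over both stages 0.230). In diestrus 57 of 545 (10.5%) had one against 12.3% (permutation p = 0.9226, adjusted 0.923). With the counts of copies added up, 78.26% of these calls in estrus and 59.65% in diestrus were still calls. Of these, 35 in estrus and 33 in diestrus kept their direction. *Rpl32l*, named after its values were seen, changed from 5.34 to -1.74 in estrus and from 3.18 to -2.07 in diestrus, and *Gm11942* in diestrus from -8.25 to -0.57. A call kept after adding up copies can therefore still be shaped by shared reads. No copy was found for the other 265 calls in estrus and 488 in diestrus. Larger and smaller changes were then compared. Of calls of at least 8-fold, 8 of 34 had a copy in estrus against 38 of 277 smaller ones (Fisher's exact test, p = 0.1303), and 8 of 29 in diestrus against 49 of 516 (27.6% against 9.50%, Fisher's exact test, p = 0.006498, adjusted 0.0130). So in diestrus, shared reads may contribute to the largest changes.

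Linked variants that differ between the lines would be expected to place calls side by side. In estrus, 44.4% of the calls had another call among the 10 tested genes on either side, and random sets had 37.2% (one-sided permutation p = 0.021, adjusted over both stages 0.021). In diestrus it was 63.9% against 56.4% (permutation p = 0.0012, adjusted 0.0024). Copies lying side by side do not account for it, since without genes that have a copy the permutation p was 0.008299 in estrus and 0.0017 in diestrus. In diestrus the excess was lost with DESeq2 (67.7%, permutation p = 0.2258), so it depends on how calls are made. The largest run in estrus held 5 of 27 tested genes on chromosome 6 from 71128166 to 72608425 (*Thnsl2*, *Reep1*, *St3gal5*, *Mat2a* and *Retsat*), 2 of them stronger expressed in FL1. In diestrus it held 8 of 29 on chromosome 2 from 22940073 to 25356359 (*Abi1*, *Acbd5*, *Gm13411*, *Dph7*, *Mrpl41*, *Pnpla7*, *Rnf208* and *Dpp7*), 4 of them stronger expressed. A neighbourhood of genes under common control would place calls side by side as well and was not tested, so linked variants remain a hypothesis.

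In some genes, counts jumped at least 8-fold between animals of the same group. This was found in 32 genes in ctrl estrus and 32 in ctrl diestrus, but in 1 gene in FL1 estrus and 2 in FL1 diestrus, so the smaller ratio of ctrl to FL1 over the stages was 16. Of the genes named here, *Gm11942* and *Rpl26* were chosen after their values were seen. *Gm11942* had 4150 counts in 1 ctrl estrus library and 14 to 44 in the others, and 4227, 4161 and 4030 counts in 3 ctrl diestrus libraries and 13 in the other 2. The FL1 libraries had 5 to 20. *Gm4987*, with 889 to 1696 counts in FL1, had 455 counts in 1 ctrl diestrus library and 1 to 21 in all other ctrl libraries. *Rpl26* had 3386 counts in 1 ctrl diestrus library and 100 to 150 in the others. *Rps2* had 87 counts in 1 ctrl diestrus library and 1798 to 5320 in the others. Such values are consistent with variants that segregate in the unselected line and are fixed in FL1 and that decide whether a read is placed on a gene. Reads shared between copies bear on it too, since 23 of the 55 genes had a copy (41.8% against 11.9% of other genes, Fisher's exact test, p = 2.381e-08). If the variants were inherited in blocks, genes within 5 Mb would part the animals alike. Of such pairs, 3 of 6 did, against 157 of 951 pairs on different chromosomes (16.5%; permutation p = 0.05559). With these 6 pairs, inheritance in blocks was not shown. Of the 55 genes, 12 were differentially expressed between the lines. Genotypes were not analysed here.

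*Per2* was weaker expressed in FL1 in estrus, and a shift of the circadian clock, or of the hour at which the ovaries were taken, is a candidate explanation. The mean log2 CPM of 9 genes in phase with *Per2* minus that of 3 genes in antiphase was 1.08 lower in FL1 in estrus (-0.22 ± 0.37 against 0.86 ± 0.56, SD, n = 5; difference -1.08, exact permutation p = 0.007937, adjusted over both stages 0.0159), and 5 of 5 FL1 libraries were below every ctrl library. In the alternatives the difference ranged from -1.25 to -0.89 and the exact permutation p from 0.00794 to 0.0159. Without *Per2* it was -0.96 (exact permutation p = 0.02381), with 3 of 5 FL1 libraries below every ctrl library. Of the 8 other genes in phase, 7 were lower in FL1, and 5 passed the threshold when p-values were adjusted over the 9 genes with *Per2* alone, 1 over all genes (*Tef*). In diestrus the score differed by -0.079 (exact permutation p = 0.786). That the stages differ was not tested for the score. With DESeq2's size factors in edgeR, *Per2* had an adjusted p of 0.02675 (0.000512 to 0.0756 over all alternatives). Both scalings correct for library size, so this comparison is no test of it. The paper states that samples were taken at the same time of day, without naming the hour for the ovaries. The counts themselves cannot tell a shift of the clock from a difference in hour.

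Marker sets were used to ask whether the dissected ovaries differed in tissue content. None of the 8 sets differed between the lines in either stage after adjustment over 16 tests, by the mean or by the median over its genes. By the median, granulosa and oviduct genes in estrus came closest (exact permutation p = 0.00794, adjusted 0.0635 each). In both sets, 5 of 5 FL1 libraries then lay above every ctrl library. By the mean, the smallest adjusted p for oviduct, fat and blood was 0.127. This is also the lowest that 1 set alone can reach, so carry-over of these tissues cannot be told apart from its absence. Before adjustment, 2 of these were below 0.05. Oviduct genes (2 of the 6 listed were expressed) were 0.79 higher in FL1 in estrus, in 5 of 5 FL1 libraries above every ctrl library (exact permutation p = 0.00794), and blood genes 1.27 higher in diestrus, in 4 of 5 (exact permutation p = 0.0159). The difference in blood genes came mostly from *Hba-a2*. The other 4 genes had log2FC between 0.13 and 0.44, and the median over the 5 genes differed by 0.60 (exact permutation p = 0.349).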
